# Overexpression of the vascular brassinosteroid receptor BRL3 confers drought resistance without penalizing plant growth

**DOI:** 10.1038/s41467-018-06861-3

**Published:** 2018-11-08

**Authors:** Norma Fàbregas, Fidel Lozano-Elena, David Blasco-Escámez, Takayuki Tohge, Cristina Martínez-Andújar, Alfonso Albacete, Sonia Osorio, Mariana Bustamante, José Luis Riechmann, Takahito Nomura, Takao Yokota, Ana Conesa, Francisco Pérez Alfocea, Alisdair R. Fernie, Ana I. Caño-Delgado

## Abstract

Drought represents a major threat to food security. Mechanistic data describing plant responses to drought have been studied extensively and genes conferring drought resistance have been introduced into crop plants. However, plants with enhanced drought resistance usually display lower growth, highlighting the need for strategies to uncouple drought resistance from growth. Here, we show that overexpression of BRL3, a vascular-enriched member of the brassinosteroid receptor family, can confer drought stress tolerance in *Arabidopsis*. Whereas loss-of-function mutations in the ubiquitously expressed BRI1 receptor leads to drought resistance at the expense of growth, overexpression of BRL3 receptor confers drought tolerance without penalizing overall growth. Systematic analyses reveal that upon drought stress, increased BRL3 triggers the accumulation of osmoprotectant metabolites including proline and sugars. Transcriptomic analysis suggests that this results from differential expression of genes in the vascular tissues. Altogether, this data suggests that manipulating BRL3 expression could be used to engineer drought tolerant crops.

## Abstract (web summary)

Drought resistant plants typically have reduced growth. Here the authors show that overexpression of the BRL3 brassinosteroid receptor confers drought tolerance and accumulation of osmoprotectant metabolites without penalizing growth, demonstrating that drought response and growth can be uncoupled.

## Introduction

Drought is responsible for at least 40% of crop losses worldwide and this proportion is dramatically increasing due to climate change^1^. Understanding cellular responses to drought stress represents the first step toward the development of better-adapted crops, something which is a great challenge for the field of plant biotechnology^2^. Classical approaches aimed at examining how plants cope with limited water led to the identification of regulators involved in the signal transduction cascades of the abscisic acid (ABA)-dependent and ABA-independent pathways^3^. Adaptation to drought stress has been associated with the presence of proteins that protect cells from dehydration, such as late-embryogenesis-abundant (LEA) proteins, osmoprotectants, and detoxification enzymes^4,5^. These studies provided deep insights into the molecular mechanisms underlying abiotic stress^2^, showing that drought resistance is a complex trait simultaneously controlled by many genes. While genetic approaches have succeeded in conferring stress resistance to plants, this generally comes at the cost of reduced growth^6,7^. Therefore, understanding how cellular growth is coupled to drought stress responses is essential for engineering plants with improved growth in rain-fed environments.

Receptor-like kinases (RLKs) play an important role in optimizing plant responses to stress^8,9^. Brassinosteroid (BR) hormones directly bind to BR-INSENSITIVE 1 (BRI1) leucine-rich repeat (LRR)-RLK family members on the plasma membrane^10–14^. Ligand perception triggers BRI1 to interact with the co-receptor BRI1 ASSOCIATED RECEPTOR KINASE 1 (BAK1)^15–17^, which is essential for early BR signaling events^18^. This BRI1–BAK1 heterodimerization initiates a signaling cascade of phosphorylation events that control the expression of multiple BR-regulated genes mainly via the BRI1-EMS-SUPPRESSOR1 (BES1) and BRASSINAZOLE RESISTANT1 (BZR1) transcription factors^19–21^.

Although BRs modulate multiple developmental and environmental stress responses in plants, the exact role of BRs under stress conditions remains controversial. Whereas the exogenous application of BRs and the overexpression of the BR biosynthetic enzyme DWF4 both confer increased plant adaptation to drought stress^22–24^, suppression of the BRI1 receptor also results in drought-resistant phenotypes^25,26^. Intriguingly, ABA signaling inhibits the BR signaling pathway after BR perception, and crosstalk between the two pathways upstream of the BRASSINOSTEROID-INSENSITIVE 2 (BIN2) kinase has been reported^27,28^. Further crosstalk has been described downstream mediated by the overlapping transcriptional control of multiple BR-regulated and ABA-regulated genes^29,30^, such as *RESPONSE TO DESICCATION 26* (*RD26*)^26^.

Recently, greater attention is being placed on the spatial regulation of hormonal signaling pathways in attempt to further understand the coordination of plant growth and stress responses^26,31–34^. For instance, while the BRI1 receptor is widely localized in many tissues^35^, the BRI1-LIKE receptor homologs BRL1 and BRL3 signal from the innermost tissues of the plant and thereby contribute to vascular development^12,33,36^. BR receptor complexes are formed by different combinations of BRI1-like LRR-RLKs with the BAK1 co-receptor in the plasma membrane^33^. Despite BRI1 being a central player in plant growth and adaptation to abiotic stress^26,37,38^, the functional relevance of vascular BRL1 and BRL3 is only just beginning to be explored^33,39^. For example, in previous proteomic approaches we found abiotic stress-related proteins within BRL3 signalosome complexes^33^, but the exact role of the BRL3 pathway in drought remains elusive.

Here, we show that knocking out or overexpressing different BR receptors modulate multiple drought stress-related traits in both the roots and shoots. While the traits controlled by the BRI1 pathway are intimately linked to growth arrest, we found that overexpressing the vascular-enriched BRL3 receptors can confer drought resistance without penalizing overall plant growth. Moreover, metabolite profiling revealed that the overexpression of the BRL3 receptor triggers the production of an osmoprotectant signature (i.e., proline, trehalose, sucrose, and raffinose family oligosaccharides) in the plant and the specific accumulation of the osmoprotectant metabolites in the roots during periods of drought. Subsequent transcriptomic profiling showed that this metabolite signature is transcriptionally regulated by the BRL3 pathway in response to drought. An enrichment of deregulated genes in root vascular tissues, especially in the phloem, further supports a preferential accumulation of osmoprotectant metabolites to the root. Overall, this study demonstrates that overexpression of the BRL3 receptor boosts the accumulation of sugar and osmoprotectant metabolites in the root and overcomes drought-associated growth arrest, thereby uncovering a strategy to protect crops against drought.

## Results

### BR receptors control osmotic stress sensitivity in the root

To determine the contribution of the BR complexes in the response to drought, we performed a comprehensive characterization of different combinations of mutants of all the BR receptors and the BAK1 co-receptor. For each combination, we first analyzed primary root growth (Fig. 1a). As previously described^17,33,40^, 7-day-old roots of *bak1*, *brl1brl3bak1*, *bri1*, and *bri1brl1brl3* displayed shorter roots than the Col-0 wild type (WT). We also found that the primary roots of the quadruple mutant *bri1brl1brl3bak1* (hereafter *quad*) were the shortest and the most insensitive to BRs (Fig. 1a, b and Supplementary Fig. 1). Conversely, plants overexpressing BRL3 (*35S:BRL3-GFP*, hereafter *BRL3ox*) not only exhibited longer roots than WT (Fig. 1a, b) but also showed increased receptor levels in root vascular tissues^33^ (Supplementary Fig. 2). These results agree with the previously reported role of BR receptors in promoting root growth^40,41^. We then subjected *Arabidopsis* seedlings to osmotic stress by transferring them to sorbitol-containing media and subsequently quantified the level of inhibition of root growth in sorbitol relative to control conditions (see Methods). A significantly lower level of relative root growth inhibition mediated by osmotic stress was observed in *bri1* (27%), *bri1brl1brl3* (28%), and *quad* (27%) mutants compared to the WT (39%; Fig. 1a, b). In contrast, no differences were found in *brlbrl3* and *brl1brl3bak1* root growth inhibition when compared to WT (Fig. 1a, b). Similarly, the roots of *BRL3ox* plants were like those of WT in terms of relative root growth inhibition (Fig. 1a, b).

**Fig. 1:**
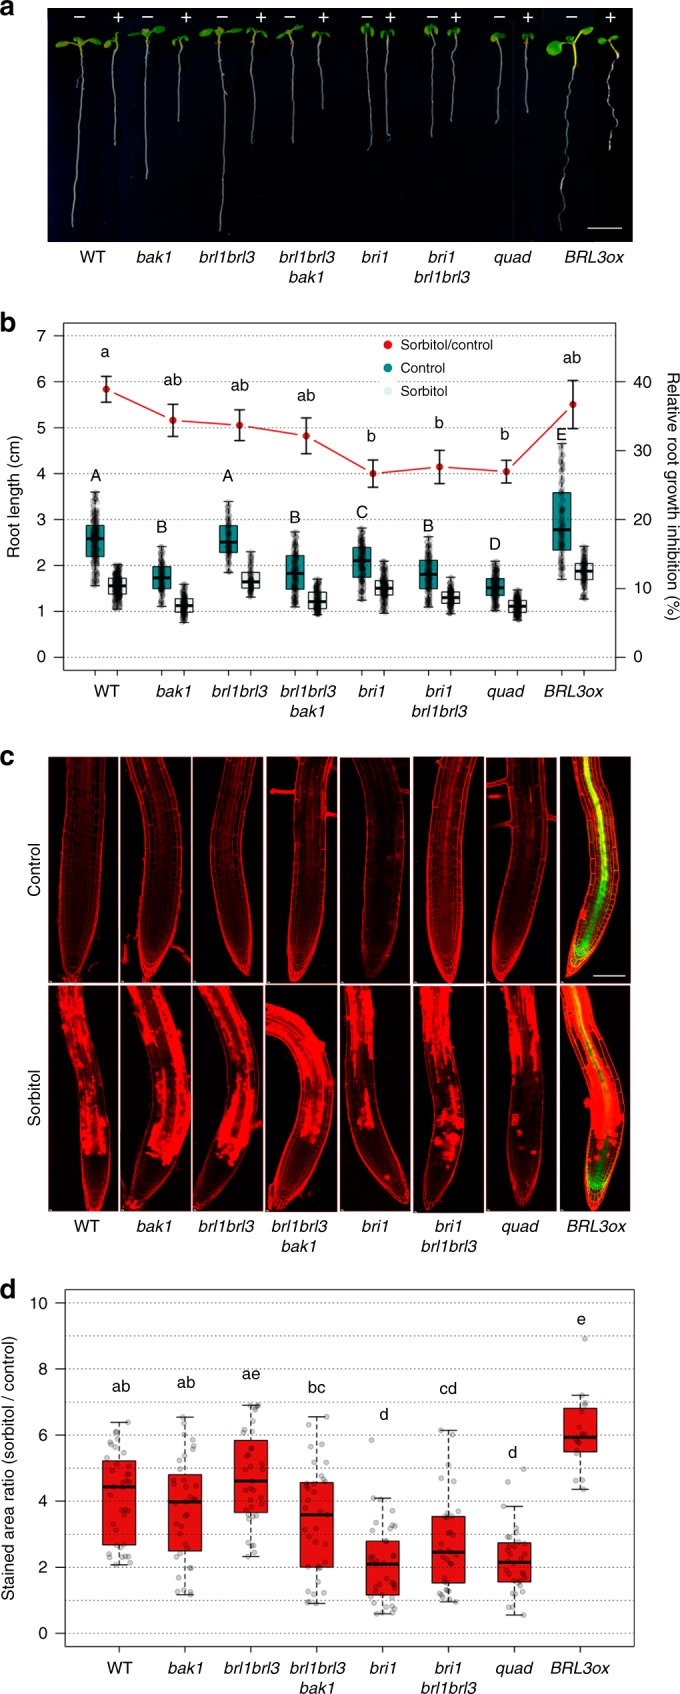
BR perception mutant roots are less sensitive to osmotic stress. **a** Seven-day-old roots of WT, BR mutants *bak1*, *brl1brl3, brl1brl3bak1*, *bri1, bri1brl1brl3*, and *bri1brl1brl3bak1* (*quad*), and BR overexpressor line *35S:BRL3-GFP (BRL3ox)* grown in control (−) or 270 mM sorbitol (+) conditions. Scale bar: 0.5 cm. **b** Boxplots depict the distribution of 7-day-old root lengths in control (dark green) or sorbitol (light green) conditions. Red line depicts relative root growth inhibition upon stress (ratio sorbitol/control ± s.e.m.). Data from five independent biological replicates (*n* > 150). Different letters represent significant differences (*p*-value < 0.05) in an ANOVA plus Tukey’s HSD test. **c** Four-day-old roots stained with propidium iodide (PI, red) after 24 h in control (top) or sorbitol (bottom) media. Green channel (GFP) shows the localization of the BRL3 membrane protein receptor in the vascular tissues in primary roots. Scale bar: 100 μm. **d** Quantification of cell death in sorbitol-treated root tips. Boxplots show the relative PI staining (sorbitol/control) for each genotype. Averages from five independent biological replicates (*n* > 31). Different letters represent significant differences (*p*-value < 0.05) in an ANOVA plus Tukey’s HSD test. Boxplots represent the median and interquartile range (IQR). Whiskers depict Q1 – 1.5*IQR and Q3 + 1.5*IQR and points experimental observation

Previous experimental evidences unveiled that water stress-induced cell death in *Arabidopsis* roots is localized and occurs via programmed cell death (PCD)^42^. As shown by the incorporation of propidium iodine (PI) into the nuclei (Fig. 1c, d), a short period of osmotic stress (24 h) caused cell death in the elongation zone of WT roots. In comparison, a reduced amount of cell death was observed in the roots of *bri1, bri1brl1brl3*, and *quad* mutants (Fig. 1c, d), thereby indicating less sensitivity towards osmotic stress. Conversely, plants with increased levels of BRL3 showed a massive amount of cell death in root tips compared to WT, indicating an increased sensitivity to short osmotic stress (Fig. 1c, d). These results point towards a role for BR receptors in triggering osmotic stress responses in the plant root.

Since root hydrotropism represents a key feature for adaptation to environments scarce in water^43^, we investigated the capacity of roots to escape imposed osmotic stress by bending towards water-available media (Fig. 2a). We found that BR receptor loss-of-function mutants showed reduced hydrotropic responses compared to WT plants. For instance, while no significant differences were found under control conditions (mock) (Supplementary Fig. 3), the roots of BR receptor mutants grew straighter than WT roots towards sorbitol-containing media (Fig. 2a–c). Interestingly, *brl1brl3bak1* mutants were the least sensitive to osmotic stress in terms of hydrotropism, showing lower root curvature angles than the *quad* roots (Fig. 2b). Consistently, compared to WT roots, an enhanced hydrotropic response was observed in *BRL3ox* (Fig. 2a–c). Furthermore, exogenous application of the BR synthesis inhibitor brassinazole^44^ reverted the hydrotropic response of WT roots (Supplementary Fig. 3). For better visualization, we generated a drought multi-trait matrix for all the BR receptor mutants analyzed in this study (Fig. 2d; Supplementary Table 1). From this matrix, it can be seen that overexpression or mutation of BRL3/BRL1/BAK1 receptors in the vascular tissues alters drought-response-related traits.

**Fig. 2:**
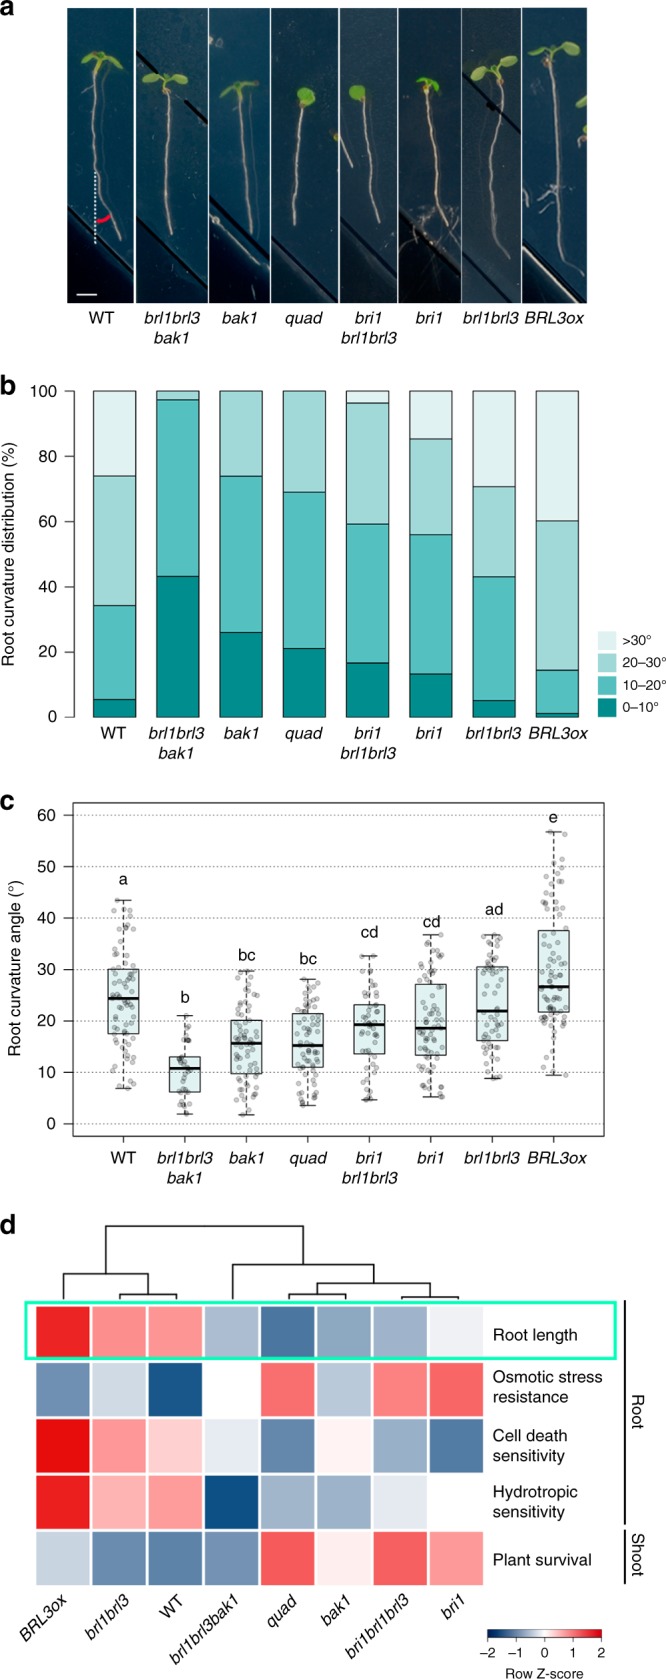
Overexpression of the BRL3 receptor promotes root hydrotropism. **a** Root curvature (hydrotropic response) in 7-day-old roots after 24 h of sorbitol-induced osmotic stress (270 mM). Scale bar: 0.2 cm. **b** Discrete distribution of root hydrotropic curvature angles in the different genotypes. Lightest green depicts roots curved between 0° and 10°, light green between 10° and 20°, dark gray between 20° and 30°, and darkest green depicts roots that have a curvature of more than 30° . **c** Continuous distribution of root curvature angles. Different letters indicate a significant difference (*p*-value < 0.05) in a one-way ANOVA test plus Tukey’s HSD test. Boxplot represent the median and interquartile range (IQR). Whiskers depict Q1 – 1.5*IQR and Q3 + 1.5*IQR and points experimental observations. Data from four independent biological replicates (*n* > 50). **d** Stress traits matrix for all physiological assays performed on the roots and shoots of WT, BR loss-of-function mutants and *BRL3ox*. Root growth in control conditions is highlighted in green. Color bar depicts values for scaled data

### *BRL3ox* confers drought resistance without penalizing growth

To investigate if the impaired responses to abiotic stress observed in root seedling were preserved in mature plants, we next analyzed the phenotypes of plants exposed to severe drought. After 12 days of withholding water, dramatic symptoms of drought stress were observed in WT, *brl1brl3*, and *brl1brl3bak1* mutants. In contrast, other BR mutants showed a remarkable degree of drought resistance. In particular, *bak1*, *bri1*, *bri1brl1brl3*, and *quad* mutant plants were the most resistant to the severe water-withholding regime (Fig. 3a). As these mutants exhibited some degree of dwarfism (Fig. 3a), we confirmed their resistance to drought by examining their survival rates after re-watering (Fig. 3b). To correct for the delayed growth seen in BR-deficient mutants, plants were submitted to a time course of drought stress in which water use, photosynthesis and transpiration parameters were monitored under similar relative soil water content (Fig. 3c–e). The WT plants took just 9 days to use 70% of the available water (field capacity) during the drought period (Fig. 3c). In comparison, BR loss-of-function mutant plants *bri1*, *bri1brl1brl3*, and *quad* took 15 days. All subsequent measurements were done at the same soil water content for each genotype. We found that the relative water content (RWC) in WT plants was reduced during drought, while RWC in BR mutant leaves remained as in well-watered conditions (Fig. 3d). In addition, compared to WT plants, BR mutants sustained higher levels of photosynthesis and transpiration during the drought period (Fig. 3e and Supplementary Fig. 4). Altogether our results indicate that the dwarf BR receptor mutant plants are more resistant while consuming less water, likely through avoiding the effects of drought (Fig. 3f).

**Fig. 3:**
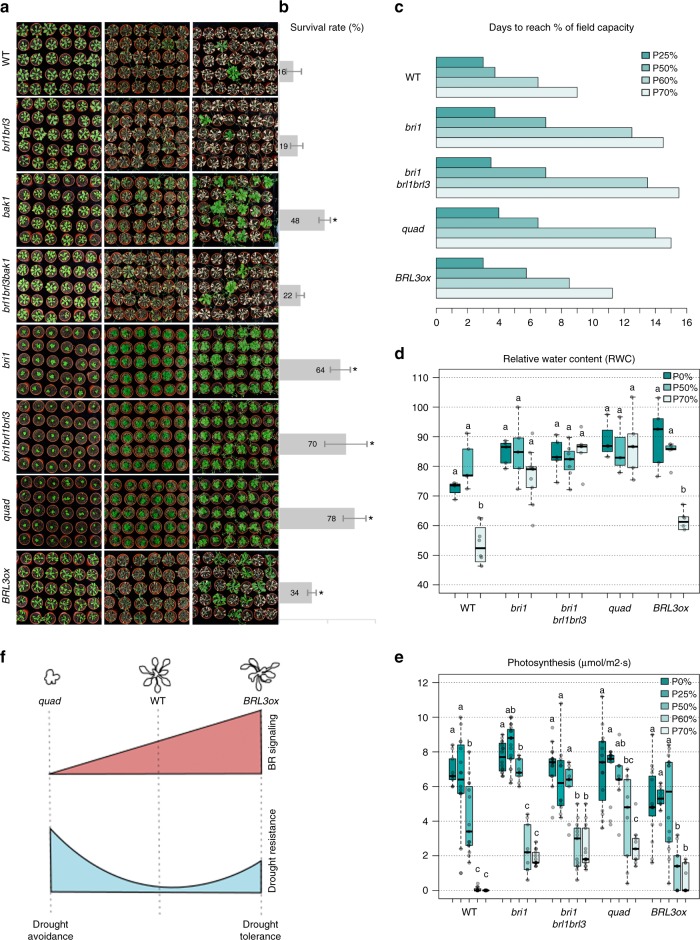
BRL3 overexpression confers drought tolerance. **a** From top to bottom, 3-week-old plant rosette phenotypes of WT, *brl1brl3, bak1*, *brl1brl3bak1*, *bri1, bri1brl1brl3, quad*, and *BRL3ox* grown in well-watered conditions (left column), after 12 days of drought stress (middle column) and after 7 days of re-watering (right column). **b** Plant survival rates after 7 days of re-watering. Averages of five independent biological replicates ± s.e.m. (*n* > 140). Asterisk indicates a significant difference (*p*-value < 0.05) in a chi-squared test for survival ratios compared to WT. **c** Bar plot shows the days needed to reach different percentages of the soil field capacity for each genotype used in the study. **d** Relative water content (RWC) of mature rosettes at 0% (field capacity), 50% and 70% soil water loss. **e** Photosynthesis efficiency (µmol/m^2^*s) at different percentages of soil water loss. **d**, **e** Boxplot represent the median and interquartile range (IQR). Whiskers depict Q1 – 1.5*IQR and Q3 + 1.5*IQR and points experimental observations (*n* = 6). Different letters depict significant differences within each genotype in a one-way ANOVA plus a Tukey’s HSD test. **f** Schematic representation of BR signaling levels, adult plant size and drought resistance. Loss-of-function mutants passively avoid stress (drought avoidance), whereas plants with increased levels of BRL3 act actively to avoid drought stress (drought tolerance)

Strikingly, we found that *BRL3ox* plants were more resistant than WT plants to severe drought stress as shown by increased survival rates (Fig. 3a, b). Plants with increased BRL3 receptors showed reduction of RWC during drought similarly to WT plants (Fig. 3d). Interestingly the rate of photosynthesis was lower in *BRL3ox* compared to WT at basal conditions, but together with transpiration, was more stable than in WT plants during the drought period (Fig. 3e and Supplementary Fig. 4). This indicates that *BRL3ox* plants are healthier than WT under the same water consumption conditions. These results suggest that the BRL3 overexpression actively promotes drought tolerance without penalizing plant growth (Fig. 3f).

### *BRL3ox* plants accumulate osmoprotectant metabolites

To further investigate the cause behind drought tolerance conferred by BRL3 overexpression, we performed metabolite profiling of *BRL3ox* plants and compared it to the profile of WT and *quad* plants in a time course drought experiment. Roots were separated from shoots to address possible changes in metabolite accumulation from source to sink tissues. The complete metabolic fingerprints are provided in Supplementary Figs. 5 and 6 and Supplementary Data 1 and 2. Metabolite profiling of mature *BRL3ox* plants grown in control conditions (time 0) revealed an increment in the production of osmoprotectant metabolites. Both shoots (Fig. 4a) and roots (Fig. 4b) of the *BRL3ox* plants exhibited metabolic signatures enriched in proline and sugars, metabolites which have previously been reported to confer resistance to drought^45–47^. This suggests that the BRL3 receptor promotes priming^48^. Importantly, the levels of these metabolites were lower in *quad* mutant plants (Fig. 4a, c).

**Fig. 4:**
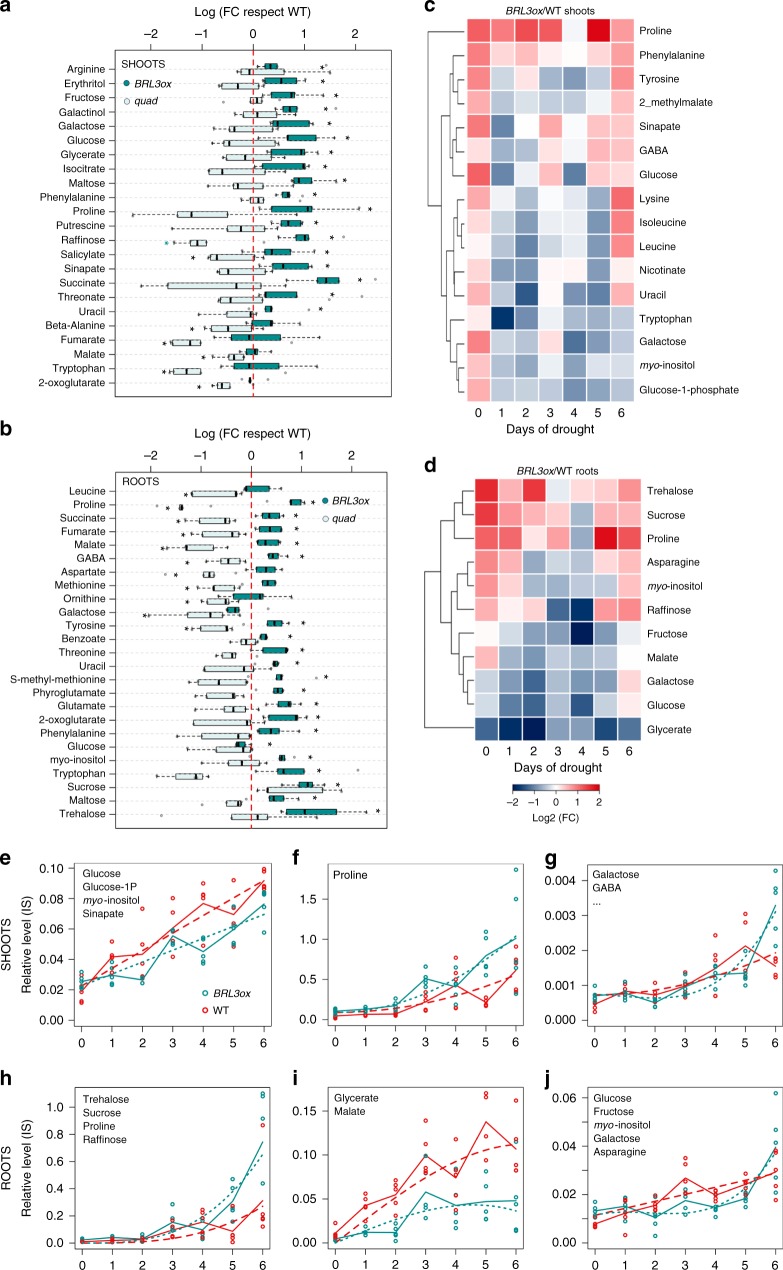
BRL3 overexpression plants show a primed metabolic signature. **a** Metabolites differentially accumulated in *BRL3ox* (dark green) or *quad* (light green) shoots relative to WT at basal conditions. **b** Metabolites differentially accumulated in *BRL3ox* (dark green) or *quad* (light green) roots relative to WT at basal conditions. **a**, **b** Boxplot represent the median and interquartile range (IQR). Whiskers depict Q1 – 1.5*IQR and Q3 + 1.5*IQR and points experimental observations (*n* = 5). Asterisks denote statistical differences in a two-tailed *t*-test (*p*-value < 0.05) for raw data comparisons *BRL3ox* vs. WT (panel right side) or *quad* (panel left side). **c** Metabolites following differential dynamics between *BRL3ox* and WT shoots along the drought time course. **d** Metabolites following differential dynamics between *BRL3ox* and WT roots along the drought time course. **c**, **d** Heatmap represents the log_2_ ratio of *BRL3ox*/WT. **e**–**j** Clustering of the dynamics of relative metabolite levels along the drought time course in shoots and roots. Solid lines show the actual metabolic profile (averages) of the representative metabolite for each cluster while dashed lines represent the polynomial curve that best fit the profile. Statistical significance was evaluated with the maSigPro package. **e** Metabolites following a linear increase during drought in shoots include glucose, glucose-1P, *myo*-inositol, and sinapate. **f** Proline follows a steeper exponential increase in *BRL3ox* shoots. **g** Metabolites following an exponential increase in *BRL3ox* shoots but nearly a linear increase in WT include galactose, GABA, phenylalanine, tyrosine, 2-methylmalate, lysine, isoleucine, leucine, nicotinate, uracil, and tryptophan. **h** Metabolites following a steeper exponential increase in *BRL3ox* roots include trehalose, sucrose, proline, and raffinose. **i** Metabolites following a reduced linear increase until a certain maximum in *BRL3ox* roots include glycerate and malate. **j** Metabolites following an exponential increase in *BRL3ox* roots but a linear increase in WT include glucose, fructose, *myo*-inositol, galactose, and asparagine

Compared to WT, sugars including fructose, glucose, galactinol, galactose, maltose, and raffinose overaccumulated in the shoots of *BRL3ox* (Fig. 4a). Conversely, whereas glucose levels were lower in the roots, sucrose, trehalose, *myo*-inositol, and maltose appeared to accumulate there (Fig. 4b) suggesting that the BRL3 pathway promotes sugar accumulation preferentially in the roots. We then analyzed the dynamics of each metabolite in response to drought (see Methods). In this time course, a rapid accumulation of osmoprotectant metabolites was observed in *BRL3ox* plants (Fig. 4c, d). In the shoot of *BRL3ox*, proline maintained higher levels than in WT along the drought time course, following an exponential increase (Fig. 4c, f). In contrast, in *BRL3ox* shoots glucose, galactose, and *myo*-inositol increased at similar or slightly lower rates than WT (Fig. 4c, e, g). However, in roots, an accumulation of trehalose, sucrose, proline, and raffinose was observed in *BRL3ox* mutants subjected to drought stress (Fig. 4d), and this accumulation showed steeper exponential dynamics than in WT plants (Fig. 4h). Additionally, glucose, galactose, fructose, and *myo*-inositol linearly increased in WT roots but exponentially increased in *BRL3ox* roots (Fig. 4j). Interestingly, throughout this time course, the levels of these metabolites were lower in the *quad* mutant plants compared to in WT (Supplementary Fig. 7). Altogether, these findings uncover a key role for BR receptors in promoting sugar metabolism, and support the idea that BRL3 triggers the accumulation of osmoprotectant metabolites in the root to promote growth during periods of drought.

### Transcriptional control of metabolite production in *BRL3ox*

We next investigated whether metabolic pathways are transcriptionally regulated in *BRL3ox* roots. 

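Roots of soil-grown WT (Columbia-0) and *BRL3ox* plants, a line that expresses a BRL3-GFP fusion from the 35S promoter, were compared by RNAseq under control conditions and after 5 days of drought. The paper gives the age of the plants as 3 weeks, and the sample labels give 28 days. The count files of 11 samples were analysed, with 3 each for WT control, WT drought and *BRL3ox* drought roots and 2 for *BRL3ox* control roots, labelled replicates 1 and 3. Replicate 2 of *BRL3ox* control roots was not analysed here. The authors made stranded mRNA libraries, sequenced 50-bp single-end reads, trimmed 5 bp from the 3′ end, mapped the reads to TAIR10 with HISAT2 and counted them per gene with HTSeq. The deposited values are whole-number counts per gene, without normalization. Counts on genes summed to between 18610736 and 20883150 per sample in WT control roots, with a median of 18627151, and to 18673457 and 21819318 in the 2 *BRL3ox* control samples. In drought, they summed to between 20416676 and 20834773 in WT roots (median 20642342) and between 21865710 and 22817390 in *BRL3ox* roots (median 22055796). The files hold between 21008516 and 25514799 counts per sample once reads off genes, ambiguous reads, unaligned reads and reads with several alignments are included, and the values below rest on the counts on genes.

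From these counts, edgeR's filterByExpr kept 20718 genes, counts were normalized by TMM, and 1 quasi-likelihood model was fitted to the 4 groups. The standard error of each log2 fold change was taken as its size divided by the square root of the F statistic. The choices that could change the calls are the test, the fold change threshold, the filter on low counts, the samples in the model and the use of the replicate number. No 2 replicates of a group agreed within sampling noise, as copies of 1 library would (chi-square per degree of freedom between 8.58 and 44.7), and each sample was counted once.

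The overexpressed gene was examined first. *BRL3* (AT3G13380) lies on chromosome 3 of TAIR10.1 from 4346330 to 4350939, and its annotation has 2 exons. Its normalized count was 62.0 ± 2.81 CPM (SD, n = 3) in WT control roots, and 974 and 1652 CPM in the *BRL3ox* control samples. In drought, it was 61.4 ± 14.4 CPM (SD, n = 3) in WT and 2854 ± 373 (SD, n = 3) in *BRL3ox* roots. The log2 fold change between the genotypes was 4.40 at basal conditions (SE 0.26, adjusted p = 5.5e-05) and 5.54 in drought (SE 0.26, adjusted p = 6.4e-06), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With each sample left out in turn, the basal value lay between 3.97 and 4.73. Within *BRL3ox* roots the count rose with drought (log2 fold change 1.12, SE 0.25), but the drought responses of the genotypes were not told apart for this gene by the same test (interaction log2 fold change 1.13, SE 0.33, adjusted p = 0.306).

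**Figure D1:**
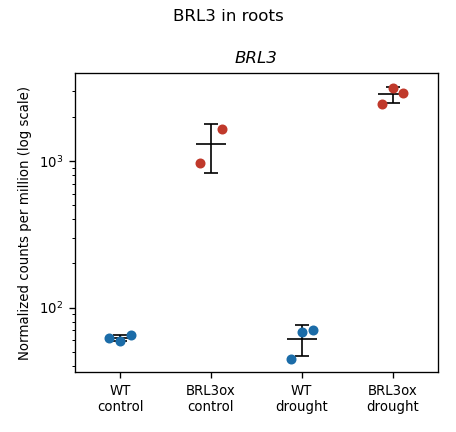
TMM-normalized counts (CPM) of *BRL3* (log scale) in roots, 1 point per sample, with the mean and SD of each group in black. Every *BRL3ox* sample lies above every WT sample, and the *BRL3ox* control samples lie at 974 and 1652.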

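Genes were called deregulated at a fold change over 1.5 in either direction and an FDR under 0.05. At basal conditions, 160 genes differed between *BRL3ox* and WT roots, of which 45 were upregulated and 115 downregulated. In drought, 728 genes differed, with 288 upregulated and 440 downregulated. Of these, 52 were deregulated in both conditions, each in the same direction. The number of genes with an unadjusted p under 0.05 was 3305 at basal conditions and 4794 in drought. *HB17* (AT2G01430, chromosome 2 from 187608 to 190369) had the smallest p-value in both conditions, ahead of *BRL3* itself, with log2 fold changes of 6.28 at basal conditions (SE 0.29) and 6.40 in drought (SE 0.28), and adjusted p = 1.1e-05 and 6.4e-06 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

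The counts moved with the test and the model. The number of genes deregulated at basal conditions was 925 with edgeR's likelihood ratio test and 2 with only the 2 groups compared in the model. Samples of different groups that carry the same replicate number deviated from their group means with a mean correlation across genes of 0.150 over 15 pairs. In a test chosen after seeing the data, 3 of the 216 ways to number the samples within their groups gave a mean as large (exact permutation p = 0.0139). With a replicate block in the model, the genes deregulated at basal conditions numbered 718, with 178 genes upregulated at basal conditions and 540 genes downregulated at basal conditions. In the same replicate block model, the genes deregulated in drought numbered 1233, with 440 genes upregulated in drought and 793 genes downregulated in drought. When each sample was left out in turn, the basal count ranged from 4 to 921 genes and the drought count from 108 to 1049.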

RNAseq of *BRL3ox* roots revealed 759 deregulated genes at basal conditions (214 upregulated and 545 downregulated; FC > 1.5, FDR < 0.05; Supplementary Data 3) and 1068 deregulated genes in drought conditions (378 upregulated and 690 downregulated; FC > 1.5, FDR < 0.05; Supplementary Data 4). In control conditions, a high proportion of the deregulated genes belonged to the response to water stress, oxygen-containing compounds (ROS) and response to ABA GO categories (Fig. 5a, c and Supplementary Data 5 and 6). 

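Supplementary Data 5 and 6 list the deregulated members of each GO category, so their direction is not an independent test and no enrichment was recomputed from them. The 15 upregulated genes listed for response to water deprivation were all higher in *BRL3ox* than in WT control roots here, with a median log2 fold change of 1.23 (from 0.71 to 3.22), and 5 of them passed both thresholds. In drought, their median was 0.91 and 14 of them were still higher in *BRL3ox* roots. Of the 18 genes listed for response to abscisic acid, 6 passed at basal conditions, and 10 passed in drought, where the median was 0.73. The 31 upregulated genes listed for response to oxygen-containing compound had a basal median of 1.03, with 8 past the thresholds. In drought, the median of these 31 genes was 0.61, with 27 higher and 4 lower in *BRL3ox* than in WT roots. From the downregulated genes of that category, 40 could be read from the list; their basal median was -1.31, and 8 passed. In drought, the median of the same 40 genes was -0.57, and all were lower in *BRL3ox* than in WT roots.

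Among the ABA genes, *HAI1* (AT5G59220, chromosome 5 from 23894404 to 23896939), which encodes a protein phosphatase, rose from 6.09 ± 0.479 CPM in WT control roots (SD, n = 3) to 16.6 and 21.0 in the *BRL3ox* control samples. Its basal log2 fold change was 1.63 (SE 0.24, adjusted p = 0.0319 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and in 3 of the 9 fits that left out a sample the adjusted p was above the threshold. *NCED3* (AT3G14440, chromosome 3 from 4831286 to 4834015), a gene of ABA biosynthesis, was at 13.6 ± 1.40 CPM in WT (SD, n = 3) and at 31.1 and 32.5 in *BRL3ox* control roots. By the same test, its basal log2 fold change of 1.23 did not pass (SE 0.30, adjusted p = 0.0819).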

We next deployed the genes falling into the response to stress category, which included classical drought stress markers, such as *RD22* and *RAB18* that were already upregulated in basal conditions (Fig. 5b). 

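*RD22* (AT5G25610) lies on the minus strand of chromosome 5 from 8914122 to 8916856. Its normalized count at basal conditions was 5.18 ± 1.32 CPM in WT roots (SD, n = 3) and 12.2 and 12.6 in the *BRL3ox* samples, a log2 fold change of 1.26 (SE 0.20, adjusted p = 0.0338 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In 3 of the 9 fits that left out a sample, this difference lost the threshold. After drought, the count was 42.1 ± 5.93 CPM in WT and 92.2 ± 12.2 in *BRL3ox* roots (SD, n = 3 each), so the gene rose in both genotypes, with log2 responses of 3.03 and 2.90.

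*RAB18* (AT5G66400, chromosome 5 from 26518277 to 26519447) was at 11.2 ± 2.29 CPM in WT control roots (SD, n = 3) and at 42.0 and 50.0 in *BRL3ox* control roots. Although both *BRL3ox* samples were higher than every WT sample, the log2 fold change of 2.03 did not pass the FDR threshold (SE 0.49, adjusted p = 0.0761 by the same test with Benjamini-Hochberg adjustment). In drought, the gene ranged from 143.8 to 419.5 CPM in WT and from 326 to 1025 CPM in *BRL3ox* roots.

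Of the 79 genes named in Fig. 5b, 78 had enough counts to be tested. At basal conditions, 26 were higher and 52 lower in *BRL3ox* roots, and 15 passed both thresholds, 7 of them upregulated and 8 downregulated. The highest value was that of the lipid transfer protein gene *LTP4* (SE 1.19), which rested on 0 to 0.109 CPM in WT control roots. For the genotype–drought interaction, 14 of the 78 genes had an unadjusted p under 0.0025, and none had an FDR under 0.05.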

An enrichment of genes belonging to the response to hormone category indicated altered hormonal responses in *BRL3ox* plants under drought (Fig. 5a, c and Supplementary Data 7 and Supplementary Data 8). 

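Under drought, 40 of the upregulated genes could be read from the response to hormone list of Supplementary Data 7. Their median log2 fold change between *BRL3ox* and WT roots was 0.99 (from 0.70 to 1.72), and 29 of them passed the fold change and FDR thresholds here. For the 40 downregulated genes read from the same category in Supplementary Data 8, the median was -0.98 (from -1.91 to -0.72), and 25 passed. The same genes differed less between the watered genotypes, with basal medians of 0.54 and -0.47. The 5 genes listed under brassinosteroid biosynthetic process were all lower in *BRL3ox* than in WT roots in drought, with a median of -1.03, and 3 of them passed. With each sample left out in turn, that median stayed between -1.10 and -0.83. These genes were listed because the paper called them deregulated, so the values describe the size of the changes and are no test of enrichment.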

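The genes that the supplementary lists assign to the response to ABA and the response to JA were followed in both conditions. For the 36 genes listed as upregulated under response to abscisic acid in drought, the median log2 fold change between *BRL3ox* and WT roots in drought was 1.12, and 28 of them passed the fold change and FDR thresholds. At basal conditions, the median of these genes was 0.60, and 3 passed. The median response of the same genes to drought was 0.20 in WT and 0.88 in *BRL3ox* roots. For the 18 genes listed as downregulated under response to jasmonic acid at basal conditions, the basal median was -1.68, with 6 past the thresholds. In drought, all 18 remained lower in *BRL3ox* roots, but the median was -0.60 and 1 gene passed. With drought, the median of these JA genes rose by 0.94 on the log2 scale in WT and by 1.90 in *BRL3ox* roots. When a score of touch- and wound-responsive genes was added to the model as a covariate, a setting chosen after seeing the data, 136 of the genes deregulated at basal conditions stayed past the thresholds.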

Further analyses of specific hormonal responses revealed that the ABA and jasmonic acid (JA) were the most altered responses (Supplementary Fig. 8). Repression of JA biosynthesis genes may be responsible for decreased levels of JA in basal conditions (Supplementary Fig. 8).

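All 9 genes listed under jasmonic acid biosynthetic process were lower in *BRL3ox* than in WT control roots, with a median log2 fold change of -1.75 (from -3.40 to -0.78), and 3 of them (*DGL*, *LOX3* and *OPR3*) passed the thresholds. *LOX3* (AT1G17420, chromosome 1 from 5977323 to 5981521), a lipoxygenase gene, was at 363 ± 154 CPM in WT (SD, n = 3) and at 47.2 and 69.3 in *BRL3ox* control roots. Its log2 fold change was -2.64 (SE 0.43, adjusted p = 0.0338 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 5 of the 9 fits that left out a sample lost the call. *OPR3* (AT2G06050, chromosome 2 from 2359114 to 2362375), an oxophytodienoate reductase gene, was at 351 ± 124 CPM in WT (SD, n = 3) and at 93.9 and 115 in *BRL3ox* control roots (SE 0.32, adjusted p = 0.0449 by the same test), and 7 of those fits lost the call. *AOC1* (AT3G25760, chromosome 3 from 9403779 to 9405338) had the lowest value of the 9 but only 1.95 ± 0.694 CPM in WT control roots (SD, n = 3), and it did not pass (SE 0.92, adjusted p = 0.101 by the same test). Of the 45-base stretches of its transcript, 2.79% also occur in a pair of other *AOC* genes, so some of its reads cannot be assigned.

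With drought, all 9 genes rose in both genotypes. The rise passed the thresholds for 3 of them in WT and for 8 in *BRL3ox* roots, and the median difference between the responses was 1.05. In drought, the median difference between *BRL3ox* and WT roots was -0.59 and 2 of the 9 genes passed. The basal median was -1.34 when a score of touch- and wound-responsive genes, chosen after seeing the data, was a covariate, and it lay between -2.09 and -1.59 with each sample left out in turn. JA itself was not analysed here. The paper offers the repression of these genes as a possible reason for its lower JA values at basal conditions (Supplementary Fig. 8).

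**Figure D2:**
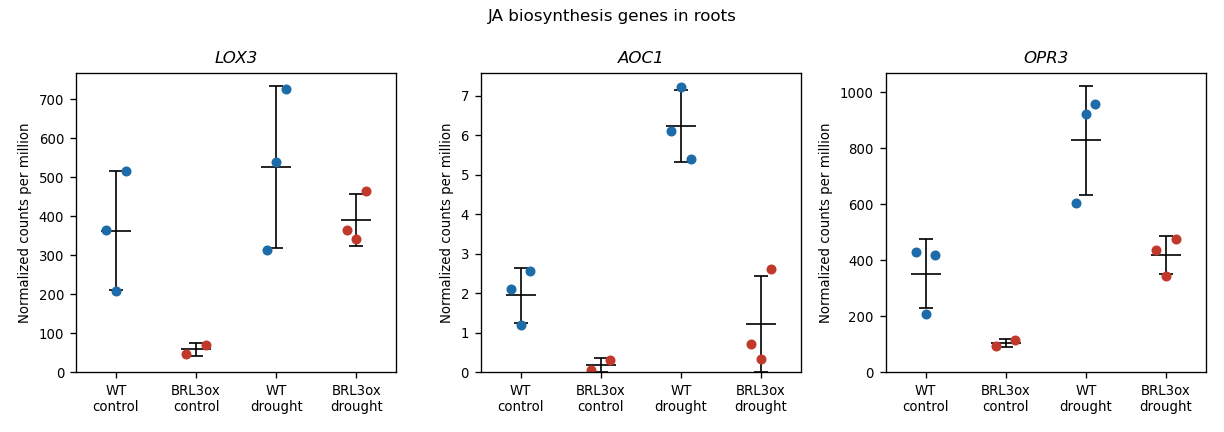
TMM-normalized counts (CPM) of *LOX3*, *AOC1* and *OPR3* in roots, 1 point per sample, with the mean and SD of each group in black. In control roots, both *BRL3ox* samples lie below the 3 WT samples for each gene, and for *LOX3* the drought samples of the genotypes overlap.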

**Fig. 5:**
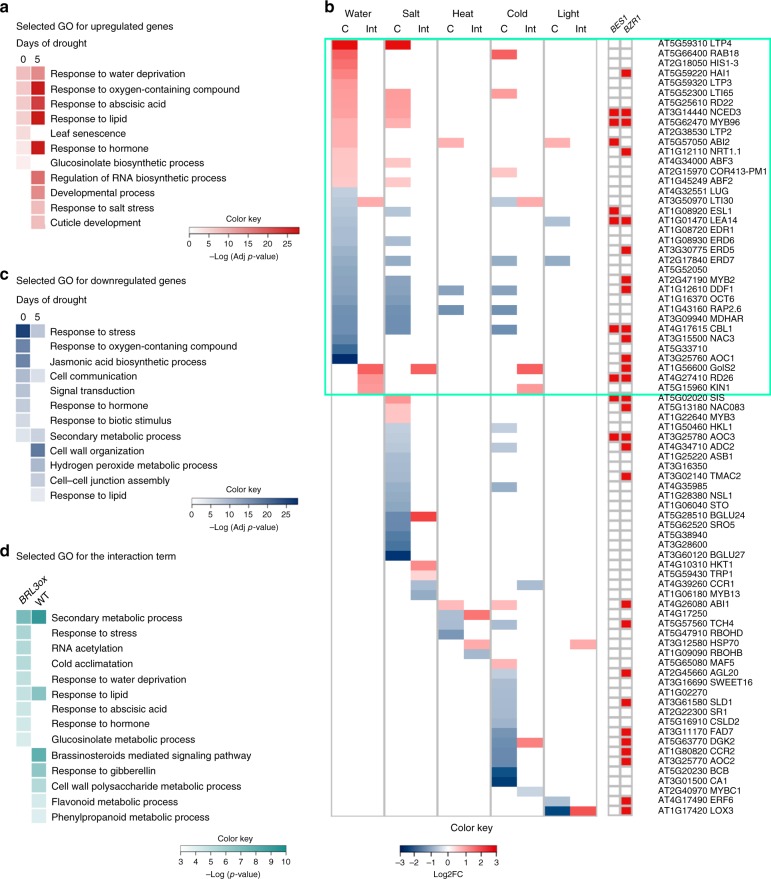
Stress genes are constitutively activated in *BRL3ox* roots. **a** Most representative GO categories enriched in *BRL3ox* roots from the upregulated genes at time 0 and after 5 days of drought. **b** Deployment of genes within “Response to stress” (GO:0006950) term that are also annotated as responsive to water, salt, heat, cold, and light stress. Colors in the heatmap represent the log_2_ fold change of *BRL3ox* vs. WT roots in control conditions (C) or the differential drought response (log_2_(FC drought/CTRL in *BRL3ox*)) –  (log_2_(FCdrought/CTRL in WT)) if the gene is affected by the interaction genotype*drought (Int.). Red color in the squared heatmaps on the right shows that the gene has been previously identified as a direct target of BES1 or BZR1 transcription factors. **c** Most representative GO categories enriched in *BRL3ox* roots from the upregulated genes at time 0 and after 5 days of drought. **d** Most representative GO categories enriched among genes affected by the interaction genotype–drought. GO categories enriched in genes activated in *BRL3ox* under drought compared to WT (left column) in genes repressed in *BRL3ox* under drought compared to WT (right column). Color bars: –log of *p*-value (adjusted by Benjamini–Hochberg or non-adjusted)

In order to uncover differential drought responses between WT and *BRL3ox* roots, we constructed a linear model accounting for the interaction between genotype and drought (Supplementary Data 9). 

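The interaction term was fitted in the same edgeR model as the difference between the drought response of *BRL3ox* roots and that of WT roots. In WT roots, 2565 genes responded to drought, 1563 upward and 1002 downward. In *BRL3ox* roots, 3340 genes responded, 1893 upward and 1447 downward. Of the 1638 genes that responded in both genotypes, 1633 moved in the same direction, and the log2 responses correlated across genes with a Pearson r of 0.753, genes not being independent replicates. The difference itself had an unadjusted p under 0.0025 for 197 genes, 72 of them with a positive and 125 with a negative interaction value, where 51.8 genes would pass by chance alone. For 83 of the 197 genes, the basal difference between the genotypes was larger than the difference in drought.

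Only 2 genes had an FDR under 0.05. *YUC9* (AT1G04180, chromosome 1 from 1104493 to 1106241) had an interaction log2 fold change of -1.68 (SE 0.18), and *AAP3* (AT1G77380, chromosome 1 from 29074879 to 29077390) one of 1.71 (SE 0.19), both with adjusted p = 0.0284 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With DESeq2's Wald test, the interaction-affected genes numbered 435, of which 202 had an FDR under 0.05. With the replicate number as a block, 266 genes had a p under 0.0025 and 8 an FDR under 0.05, against a mean correlation of same-numbered samples of 0.150. When each sample was left out in turn, between 105 and 302 genes passed, and between 0 and 7 had an FDR under 0.05.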

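Ranked by the p-value of the interaction, the first 200 genes held 73 that were more activated and 127 that were more repressed in *BRL3ox* than in WT roots under drought. The largest unadjusted p among them was 0.00253 and the largest FDR was 0.259 by the quasi-likelihood test. Among all tested genes, 2 had an FDR under 0.05 by this test, and 202 with the likelihood ratio test. The median absolute interaction log2 fold change of the first 200 genes was 1.15, and the smallest was 0.42. *SOT18* (AT1G74090, chromosome 1 from 27862814 to 27864193), a sulfotransferase gene, had one of the smaller changes with a low p, at -0.87 (SE 0.11, adjusted p = 0.0631 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The number of genes more repressed in *BRL3ox* among the 200 lowest interaction p-values was 64 when WT control replicate 2 was left out and between 119 and 157 in the other fits that left out a sample. With all samples, it was 41 when a score of photosynthesis genes, chosen after seeing the data, was added as a covariate.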

Taking the 200 most significantly affected genes, we grouped them in (i) genes more activated in *BRL3ox* under drought compared to WT (Supplementary Data 10) and (ii) genes more repressed in *BRL3ox* under drought compared to WT (Supplementary Data 11). GO-enrichment analysis of this genotype–drought interaction revealed (i) secondary metabolism, response to stress, and response to water deprivation in the first group and (ii) BR-mediated signaling pathway in the second group (Fig. 5d). 

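In the list of more activated genes (Supplementary Data 10), the 6 genes of secondary metabolic process had a median interaction log2 fold change of 2.08, the 16 genes of response to stress one of 1.58 and the 4 genes of response to water deprivation one of 1.36. The median response to drought of the last 4 genes was 1.59 in WT and 3.17 in *BRL3ox* roots. The 6 genes of secondary metabolic process differed between the genotypes by a median of -1.49 at basal conditions and 0.51 in drought. In the list of more repressed genes (Supplementary Data 11), the 4 genes of brassinosteroid mediated signaling pathway had a median of -1.11. That list also held 11 genes of secondary metabolic process. All 11 had negative interaction values, with a median of -0.92, and 10 had an unadjusted p under 0.0025. None of these genes had an FDR under 0.05 for the interaction, and all 4 of the BR genes had an unadjusted p under 0.0025. The paper took both lists from the genes most affected by the interaction in the same experiment. Their directions, sizes and low p-values are therefore no independent test.

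The 4 BR genes reached their interaction values in different ways. *BRI1* (AT4G39400, chromosome 4 from 18324457 to 18328831), which encodes the main BR receptor, was at 147 ± 23.4 CPM in WT control roots (SD, n = 3), at 497 and 1253 in *BRL3ox* control roots, at 133 ± 2.41 in WT drought and at 101 ± 4.51 in *BRL3ox* drought roots (SD, n = 3 each). Its interaction log2 fold change of -2.98 (SE 0.39, adjusted p = 0.0631 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) came from the watered samples, where the basal log2 fold change was 2.58, while the drought value was -0.40 (SE 0.26). The 2 watered *BRL3ox* samples differed by 2.52 times, and without replicate 1 the basal value was 1.76. *IBH1* (AT2G43060, chromosome 2 from 17909007 to 17910210) rose with drought in WT roots, from 7.89 ± 1.31 to 14.7 ± 2.08 CPM (SD, n = 3 each), and stayed between 5.26 and 6.47 in all *BRL3ox* samples, an interaction of -1.06 (SE 0.22, adjusted p = 0.217 by the same test). *AIF1* (AT3G05800, chromosome 3 from 1727151 to 1728365) was at 4.60 ± 0.258 CPM in WT control roots (SD, n = 3) and at 7.71 and 10.4 in *BRL3ox* control roots, and its fall with drought passed the thresholds in *BRL3ox* roots alone, with an interaction of -1.16 (SE 0.29). In 8 of the 9 fits that left out a sample, its unadjusted interaction p rose above 0.0025. AT4G15400, listed in the annotation as *BIA1* (chromosome 4 from 8811917 to 8813593), fell with drought in both genotypes, by 0.55 on the log2 scale in WT and by 1.57 in *BRL3ox* roots.

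**Figure D3:**
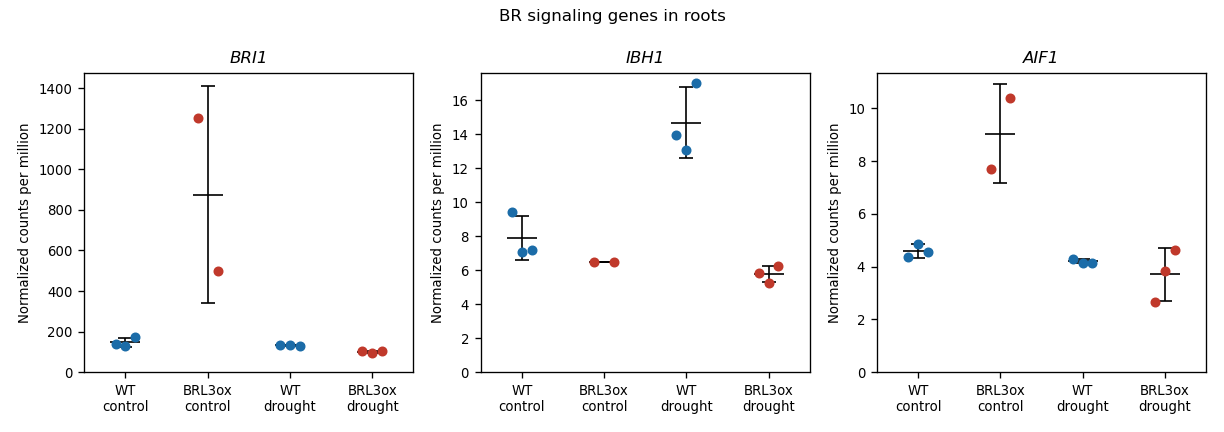
TMM-normalized counts (CPM) of *BRI1*, *IBH1* and *AIF1* in roots, 1 point per sample, with the mean and SD of each group in black. The *BRL3ox* control samples of *BRI1* lie at 497 and 1253, and *IBH1* rises with drought in WT roots alone.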

Importantly, the expression levels of dehydration response genes remained repressed in *quad* mutant plants during drought (Supplementary Fig. 7 and Supplementary Data 12–15). The expression levels of two key BR biosynthesis genes, *CPD* and *DWF4* were analyzed by RT qPCR. Consistently, within the drought time course, transcription levels of *CPD* and *DWF4* were increased in *quad* and reduced in *BRL3ox* compared to WT plants. Quantification of the bioactive BR hormone Castasterone (CS) showed similar trends and we could only detect BL in *quad*, suggesting that BL is accumulated in *quad* more than in WT and *BRL3ox* plants (Supplementary Fig. 9).

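The 29 transcription factors named in Supplementary Fig. 10b were all tested for the interaction between genotype and drought. Of these, 27 had an unadjusted p under 0.0025, and the smallest adjusted p was 0.088 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The interaction log2 fold change was negative for 25 of them and positive for 4, from -2.95 for *TAC1* to 2.51 for AT2G20350. Both of these genes had low counts in some groups, with a mean of 0.184 CPM for *TAC1* in *BRL3ox* drought roots and 1.16 for AT2G20350 in *BRL3ox* control roots. By direction of the responses, 16 of the genes rose with drought in WT and fell in *BRL3ox* roots, 6 rose in both, 5 fell in both, and the other two fell in WT and rose in *BRL3ox* roots. The response passed the fold change and FDR thresholds for 10 of the genes in WT and for 17 in *BRL3ox* roots. With each sample left out in turn, between 15 and 25 of the genes kept a p under 0.0025, and with the replicate number as a block 22 did, next to a mean correlation of 0.150 between same-numbered samples. These genes were chosen by the paper for their interaction, so the numbers are no independent test of it.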

Analysis of transcription factors revealed 29 of them with differential responses to drought between *BRL3ox* and WT roots. 

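*RD26* (AT4G27410, chromosome 4 from 13707192 to 13709170), a NAC transcription factor gene, was at 18.4 ± 4.99 CPM in WT control roots (SD, n = 3) and at 13.2 and 17.9 in *BRL3ox* control roots. After drought it was at 25.7 ± 4.17 in WT and at 57.5 ± 14.7 in *BRL3ox* roots (SD, n = 3 each). The log2 response was 0.48 in WT (SE 0.23) and 1.88 in *BRL3ox* roots (SE 0.27), and the difference of 1.40 (SE 0.35) had an adjusted p = 0.255 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Its unadjusted p was above 0.0025 in 6 of the 9 fits that left out a sample. In drought, the genotypes differed by 1.16 (SE 0.23, adjusted p = 0.0244 by the same test), a call that 3 of the 11 fits without 1 sample lost.

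The homeobox gene *KNAT7* (AT1G62990, chromosome 1 from 23337167 to 23340692) rose in WT roots from 28.5 ± 0.784 to 52.6 ± 6.38 CPM (SD, n = 3 each), and changed less in *BRL3ox* roots, from 34.5 and 38.3 to 42.9 ± 0.466 (SD, n = 3). The interaction was -0.65 for *KNAT7* (SE 0.14). The MADS-box gene *AGL12* (AT1G71692, chromosome 1 from 26952545 to 26955127) had log2 responses of -0.11 in WT and -0.71 in *BRL3ox* roots, an interaction of -0.60 (SE 0.14). AT5G05790 (chromosome 5 from 1740523 to 1742186), a MYB-like gene, had responses of 0.52 in WT and -0.49 in *BRL3ox* roots and an interaction of -1.01 (SE 0.18). *MYB28* (AT5G61420, chromosome 5 from 24689069 to 24691187) fell in both genotypes, by 0.89 on the log2 scale in WT and by 1.54 in *BRL3ox* roots. The adjusted interaction p-values of the 4 genes ran from 0.17 to 0.255 by the same test, and leaving out a sample took the unadjusted p above 0.0025 in 6 of 9 fits for *AGL12* and *MYB28*, in 2 for *KNAT7* and in none for AT5G05790.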

Interestingly, the drought-responsive transcription factor *RD26* showed an enhanced response in *BRL3ox* roots during stress, whereas several vascular-specific transcription factors remained repressed under drought (Supplementary Fig. 10). Given that the BRL3 receptor is natively expressed at the phloem-pole pericycle and enriched in vascular tissues when overexpressed^33^, we analyzed the spatial distribution of the deregulated genes within the root tissues in our RNAseq dataset^49^. 

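The tissue-enriched gene lists behind Fig. 6a were not used here, so the values are given for the deregulated genes that Fig. 6c names for the pericycle. At basal conditions, 12 of these 19 genes were higher and 7 lower in *BRL3ox* than in WT roots, from -3.57 to 2.01 on the log2 scale, and 2 passed the fold change and FDR thresholds. *CYP715A1* (AT5G52400, chromosome 5 from 21272824 to 21275755), a cytochrome P450 gene, had the lowest value, with 15.7 ± 6.46 CPM in WT (SD, n = 3) and 1.15 and 1.48 in *BRL3ox* control roots (SE 0.44, adjusted p = 0.0236 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The highest value was that of AT5G07330. *NRT1.5* (AT1G32450, chromosome 1 from 11715147 to 11719988), a nitrate transporter gene, was at 246 ± 68.1 CPM in WT (SD, n = 3) and at 531 and 540.3 in *BRL3ox* control roots. Its log2 fold change of 1.12 did not pass (SE 0.23, adjusted p = 0.0524 by the same test). Of the 17 genes that Fig. 6d names for the phloem pole pericycle, 7 were higher and 10 lower at basal conditions, and 4 passed.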

The deregulated genes were enriched for genes that are preferentially expressed in specific vascular tissues, such as the pericycle and phloem pole pericycle but also in lateral root primordia (which initiates from pericycle) and root hair cells (Fig. 6a, see Methods). 

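Among the 19 pericycle genes of Fig. 6c, 4 had an unadjusted interaction p under 0.0025, a pair of them more activated and a pair more repressed in *BRL3ox* roots under drought. The interaction log2 fold changes of the 19 genes ran from -1.35 for *SLAH3* to 2.34 for *CYP715A1*, with a median of -0.08. For *CYP715A1*, the value followed from the low basal count in *BRL3ox* roots, which rose with drought by 3.17 on the log2 scale, against 0.83 in WT. Among the 17 phloem pole pericycle genes of Fig. 6d, 3 had an unadjusted p under 0.0025, and the values ran from -1.20 for *ATL5* to 2.40 for *BGLU24*. None of the genes in either group had an FDR under 0.05. Enrichment by tissue was not computed here.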

Interaction-affected genes were enriched in pericycle and phloem but also in columella and cortex expressed genes (Fig. 6b). 

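*TPPB* (AT1G78090, chromosome 1 of TAIR10.1 from 29373803 to 29376639) and *TPPH* (AT4G39770, chromosome 4 from 18448865 to 18451305) encode trehalose phosphate phosphatases, and *GolS2* (AT1G56600, chromosome 1 from 21207537 to 21209635) encodes a galactinol synthase. At basal conditions, *TPPB* was at 42.4 ± 7.99 CPM in WT (SD, n = 3) and at 95.6 and 106 in *BRL3ox* roots. Its log2 fold change was 1.25 (SE 0.21, adjusted p = 0.0377 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a call that 5 of the 9 fits without 1 sample lost. *TPPH* was at 33.8 ± 5.85 CPM in WT (SD, n = 3) and at 56.8 and 58.8 in *BRL3ox* control roots, and its log2 fold change of 0.77 did not pass (SE 0.20, adjusted p = 0.0947 by the same test). *GolS2* was not higher in *BRL3ox* control roots: it was at 3.26 and 5.15 CPM there and at 5.45 ± 1.02 in WT (SD, n = 3), a log2 fold change of -0.37 (SE 0.21, adjusted p = 0.444 by the same test).

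In drought, all 3 genes were higher in *BRL3ox* than in WT roots. The difference was 1.27 on the log2 scale for *TPPB* (SE 0.21, adjusted p = 0.0142), 0.83 for *TPPH* (SE 0.19, adjusted p = 0.04) and 1.68 for *GolS2* (SE 0.17, adjusted p = 0.00353), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The call for *TPPH* was lost in 8 of the 11 fits that left out a sample, and those for *TPPB* and *GolS2* in none. The response to drought differed between these genes. *TPPB* and *TPPH* fell with drought in both genotypes, by 1.89 and 1.25 in WT and by 1.87 and 1.19 in *BRL3ox* roots. Their interaction values were 0.02 and 0.05, and both changed sign with the replicate number as a block, to -0.18 and -0.11, next to a mean correlation of 0.150 between same-numbered samples. *GolS2* rose in both genotypes, by 1.11 in WT and 3.16 in *BRL3ox* roots, and its interaction was 2.05 (SE 0.27, adjusted p = 0.0631 by the same test).

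**Figure D4:**
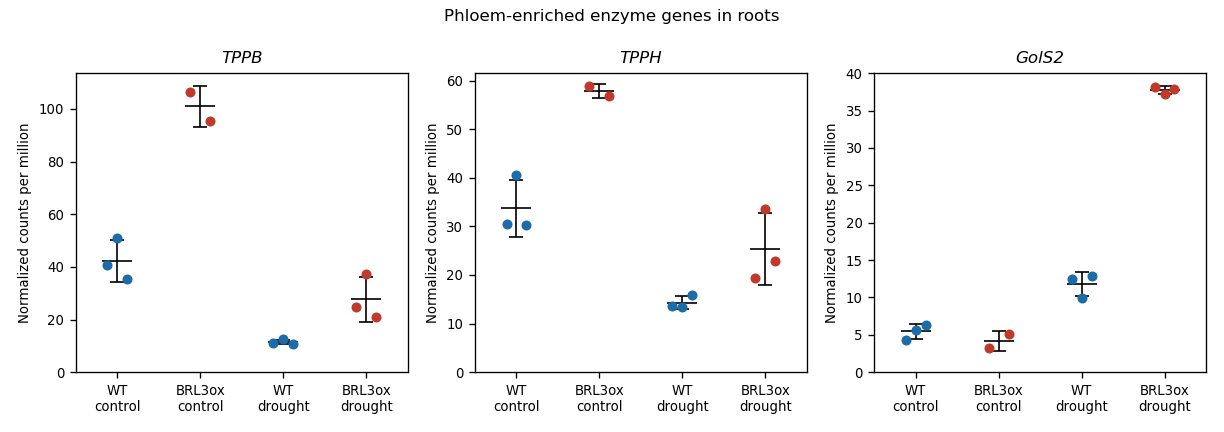
TMM-normalized counts (CPM) of *TPPB*, *TPPH* and *GolS2* in roots, 1 point per sample, with the mean and SD of each group in black. *TPPB* and *TPPH* are lower in drought than in control roots in both genotypes, and *GolS2* differs between the genotypes in drought.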

Among the phloem-enriched genes, we found two trehalose phosphate phosphatases (*TPPs*) and one galactinol synthases (*GolS2*) that show increased expression in *BRL3ox* roots at basal conditions and in response to drought (Fig. 6d). These enzymes are involved in the synthesis of the osmoprotectant metabolites—trehalose, myo-inositol and raffinose—that overaccumulated in *BRL3ox* roots. Together, these results suggest the importance of changes in expression of phloem-associated genes for sustaining drought resistance.

**Fig. 6:**
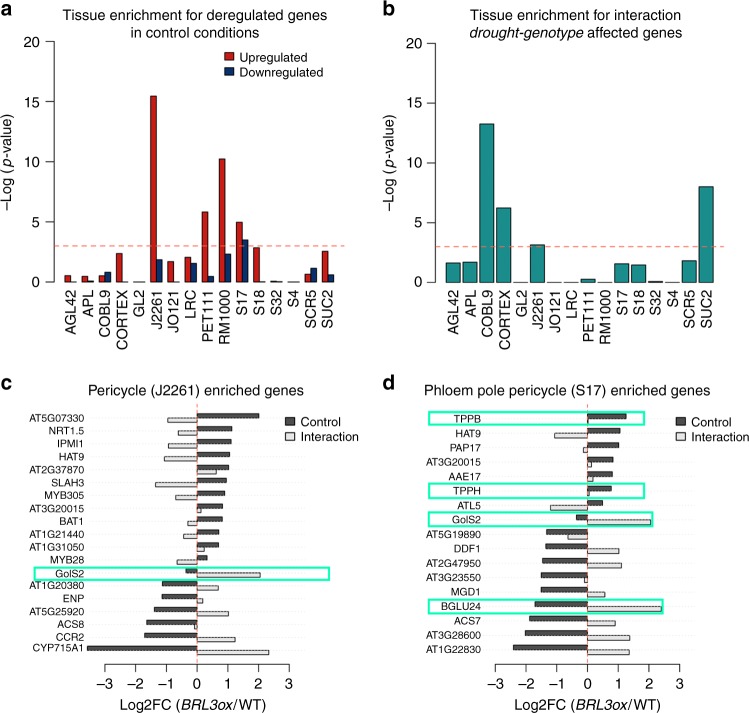
Enrichment of deregulated genes in *BRL3ox* root vasculature. **a** Tissue enrichment for upregulated (red) or downregulated (blue) genes in control conditions. Bars trespassing the *p*-value threshold (0.05) were considered enriched in the dataset. **b** Tissue enrichment for genes affected by the interaction genotype*drought. Bars trespassing the threshold *p*-value < 0.05 were considered enriched in the dataset. **a**, **b** Deregulated genes tissue enrichment. AGL42: quiescent center, APL: phloem + companion cells, COBL9: root hair cells, CORTEX: cortex, GL2: non-hair cells, J2661: pericycle, JO121: xylem pole pericycle, LRC: lateral root cap, PET111: columella, RM1000: lateral root primordia, S17: phloem pole pericycle, S18: maturing Xylem, S32: protophloem, S4: developing xylem, SCR5: endodermis, and SUC2: phloem. *y*-axis represent the negative logarithm of one-tailed Fisher’s test. **c** Deregulated genes enriched in the Pericycle (J2261 marker). **d** Deregulated genes enriched in the Phloem Pole Pericycle (S17 marker). **c**, **d** Bars represent the log_2_-fold-change of *BRL3ox* vs. WT roots in control (black) or the difference of drought responses between *BRL3ox* and WT (FC drought/CTRL in *BRL3ox*—FC drought/CTRL in WT) in the lineal model (gray). Blue boxes highlight enzymes directly involved in the metabolism of deregulated metabolites

Furthermore, a statistical analysis revealed a significant link between the whole transcriptomic and metabolomic signatures, both in basal conditions and under drought (*p* = 0.017 and *p* = 0.001, respectively; see Methods), suggesting that the metabolic signature of *BRL3ox* plants is transcriptionally controlled. We used the metabolic and transcriptomic signatures to identify deregulated metabolic pathways using Paintomics^50^. This analysis suggests constitutive deregulation of sucrose metabolism in *BRL3ox* plants that was enhanced during drought stress. We also found that BRL3 overexpression affects galactose metabolism under periods of drought, including the raffinose family of oligosaccharides (RFOs) synthesis pathway (Supplementary Fig. 11, Supplementary Data 16 and 17). Collectively, these results suggest that BRL3 overexpression promotes drought tolerance, mainly by controlling sugar metabolism.

## Discussion

Our study shows that overexpression of the BRL3 receptor can prevent growth arrest during drought. We suggest that this is accomplished through the transcriptional control of metabolic pathways that produce osmoprotectant metabolites that accumulate in the roots. While spatial BR signaling has been shown to contribute to stem cell replenishment in response to genotoxic stress^31,34^, here we show that ectopic expression of vascular-enriched BRL3 receptors can promote growth during drought. Altogether, our results suggest that spatial regulation of BR signaling can affect plant stress responses.

The exogenous application of BR compounds has been used widely in agriculture to extend growth under different abiotic stresses^22,51^, yet how these molecules precisely activate growth in challenging conditions remains largely unknown. The analysis of BR signaling and BR synthesis mutant plants subjected to stress failed to provide a linear picture of the involvement of BR in drought stress adaptation. For instance, although overexpression of the canonical BRI1 pathway and the BR biosynthesis gene DWF4 can both confer abiotic stress resistance^24,38^, *BRI1* loss-of-function mutants also showed drought stress resistance ^25,26^. However, increased levels of BR-regulated transcription factors trigger antagonistic effects in drought stress responses^26,52^, thus depicting a complex scenario for the role of BRs in abiotic stress. Given the spatiotemporal regulation of the BR signaling components^39^ and the complexity of drought traits^7^, it is plausible to hypothesize that drought traits are under the control of cell type-specific BR signaling.

Our study unveils that the BR family of receptors, in addition to promoting growth, guide phenotypic adaptation to drought by influencing a myriad of drought stress related traits. The drought resistance phenotypes of BR loss-of-function mutants (Fig. 3a) are likely caused by a reduced exposure of these plants to the effect of drought. This phenomenon, known as drought avoidance, is linked to growth arrest and stress insensitivity that maintains transpiration, leaf water status, and photosynthesis along the drought (Fig. 3 and Supplementary Fig. 4). The reduced levels of ABA and canonical stress-related metabolites, together with the downregulation of stress-related genes, further support the insensitivity of *quad* plants to stress (Supplementary Figs. 7 and 8).

In contrast, the phenotypes observed in *BRL3ox* plants indicate an active drought-tolerance mechanism driven by overexpression of the BRL3 receptor. First, *BRL3ox* roots showed increased water stress-induced PCD in the root tip compared to WT (Fig. 1c, d), which has been proposed to modify the root system architecture and thereby enhance drought tolerance^49^. Second, the enhanced hydrotropic response of *BRL3ox* roots (Fig. 2a–c) could function during water-limited conditions by modifying root architecture for increased acquisition of water, favoring plant growth and survival under drought conditions as previously described^53^. Third, at same RWC in leaves, the rate of photosynthesis and transpiration were more stable in *BRL3ox* than in WT plants during drought (Fig. 3d, e and Supplementary Fig. 4). Altogether, these findings indicate that BRL3 overexpression actively promotes drought tolerance without penalizing plant growth.

We found the expression of the drought-response transcription factor *RD26* to be enhanced in *BRL3ox* roots when subjected to drought (Supplementary Fig. 10). *RD26* has been shown to antagonize the BR canonical transcription factor BES1^26^, thereby suggesting that BRL3 overexpression activates alternative pathways. These alternative pathways may be derived from a spatial specialization of BR functions within the root. Indeed, we found that genes preferentially expressed in vascular tissues, especially within phloem-related cell types, were overrepresented among deregulated genes in *BRL3ox* roots (Fig. 6a, b). The localization of the native BRL3 protein in phloem cells^33^ and the metabolic signature found in *BRL3ox* suggests a possible role in phloem loading during drought. Moreover, metabolic enzymes implicated in trehalose and RFO metabolism were enriched in vascular tissues and either upregulated in *BRL3ox* roots in basal conditions or strongly responding to drought (Fig. 6c, d). Thus, BRL3 overexpression may affect not only loading and unloading of the phloem, but may also directly control metabolic pathways. This is the case for the *TPPs* family^54,55^ and galactinol synthase 2 (*GolS2*)^56^, which are both described to impact drought responses and are involved in trehalose and RFO synthesis, respectively. In addition to controlling expression in vascular tissues, our analyses also suggest that BRL3 overexpression regulates non-vascular enzymes important for metabolism and drought responses. These enzymes include hexokinases, such as *HXK3* or *HKL1*, the sucrose synthases *SUS3* and *SPS2F*, and proline dehydrogenase genes such as the early response to dehydration 5 (*ERD5*) which is involved in stress tolerance^57^. 

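In the root RNAseq, *HXK3* (AT1G47840, chromosome 1 from 17616051 to 17619011) did not differ past the thresholds between *BRL3ox* and WT roots in either condition, with log2 fold changes of -0.25 at basal conditions (SE 0.15) and -0.55 in drought (SE 0.14). The drought value had adjusted p = 0.0461 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment but a fold change under 1.5. Of the 45-base stretches of its transcript, 1.16% also occur in other genes. *HKL1* (AT1G50460, chromosome 1 from 18693644 to 18697709) was lower in *BRL3ox* roots in both conditions, by -0.73 at basal conditions (SE 0.16, adjusted p = 0.065) and by -0.90 in drought (SE 0.14, adjusted p = 0.0138), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

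*SUS3* (AT4G02280, chromosome 4 from 994726 to 998991) rose with drought in both genotypes, from 7.64 ± 3.79 to 71.5 ± 15.4 CPM in WT (SD, n = 3 each) and from 8.05 and 10.6 to 123 ± 3.21 in *BRL3ox* roots (SD, n = 3). In drought the genotypes differed by 0.79 (SE 0.26), which did not pass (adjusted p = 0.0999 by the same test with Benjamini-Hochberg adjustment). *SPS2F* (AT5G11110, chromosome 5 from 3536189 to 3541149) was higher in *BRL3ox* roots by 0.65 at basal conditions (SE 0.14, adjusted p = 0.0597 by the same test) and 0.52 in drought (SE 0.12, a fold change under 1.5), neither of which passed, and it rose with drought by 3.08 in WT and 2.94 in *BRL3ox* roots.

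*ERD5* (AT3G30775, chromosome 3 from 12448636 to 12451556), the proline dehydrogenase gene, was at 221 ± 43.9 CPM in WT (SD, n = 3) and at 89.4 and 111 in *BRL3ox* control roots, and at 484 ± 98.9 in WT and 234 ± 33.9 in *BRL3ox* drought roots (SD, n = 3 each). Its log2 fold change was -1.14 at basal conditions (SE 0.22, adjusted p = 0.0469) and -1.05 in drought (SE 0.19, adjusted p = 0.0186), by edgeR's quasi-likelihood test. The basal call was lost in 8 of the 9 fits that left out a sample, and the drought call in 3 of 11.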

In light of our findings and given that *Bes1-D* gain-of-function mutants exhibit drought hypersensitivity^26^, we propose that overexpression of the vascular BRL3 receptors may act independently of the canonical growth-promoting BRI1 pathway.

Our data further suggest that *BRL3ox* plants accumulate sugars in the sink tissues to enable plant roots to grow and escape drought by searching for water within the soil. In support of these findings, we also observed reduced levels of photosynthesis in well-watered leaves of *BRL3ox* plants (Fig. 3e). These results, together with the higher levels of sucrose in roots compared with in shoots (Fig. 4a), and higher levels of glucose and fructose in the shoots suggest that the BRL3 pathway promotes sugar mobilization from the leaves (source) to the roots (sink). In fact, previous work reported that BRs promote the flow of assimilates in crops from source to sink via the vasculature^58^ and via sucrose phloem unloading^59^.

In control conditions, *BRL3ox* plants exhibited a metabolic signature enriched in proline and sugars. Proline and sugar accumulation classically correlates with drought stress tolerance, osmolytes, ROS scavengers, and chaperone functions^5,45–47,60,61^, suggesting that overexpression of the BRL3 receptor promotes priming^48,62^. In addition, *BRL3ox* plants also accumulated succinate, fumarate, and malate. Importantly, all these metabolites were decreased in *quad* mutant plants. Altogether, these data suggest a role for BRL3 signaling in the promotion of the tricarboxylic acid (TCA) cycle, sugar, and amino acid metabolism.

In drought stress conditions, *BRL3ox* shoots displayed increased levels of the amino acids proline, GABA, and tyrosine. In contrast, trehalose, sucrose, *myo*-inositol, raffinose, and proline were the most abundant metabolites in the *BRL3ox* roots along the stress time course. Importantly, all these metabolites have previously been linked to drought resistance^45,46,60^. In addition, the levels of the RFO metabolites raffinose and *myo*-inositol, which are involved in membrane protection and radical scavenging^63^, were higher in the roots of *BRL3ox* plants under drought, yet reduced in the roots of *quad* plants.

Our data suggest that the roots of *BRL3ox* plants are loaded with osmoprotectant metabolites and are thus better prepared to alleviate drought stress via a phenomenon previously referred to as priming^48,62^. Altogether these findings suggest that drought stress responses are correlated with BRL3 receptor levels in the root vasculature, especially within the phloem, and that this is important for the greater survival rates of *BRL3ox* plants. Future cell type-specific engineering of signaling cascades stands out as a promising strategy to circumvent growth arrest caused by drought stress.

## Methods

### Plant materials

Seeds were sterilized with 35% NaClO for 5 min and washed five times for 5 min with sterile dH_2_O. Sterile seeds were vernalized 48 h at 4 °C and grown in half-strength agar Murashige and Skoog (MS1/2) media with vitamins and without sucrose. Plates were grown vertically in long day (LD) conditions (16 h of light/8 h of dark; 22 °C, 60% relative humidity). Genotypes used in this study: Columbia-0 WT (Col-0 WT), *brl1-1brl3-1* (*brl1brl3*), *bak1-3* (*bak1*), *bri1-301* (*bri1*), *bri1-301brl1-1brl3-1* (*bri1brl1brl3*), *bri1-301bak1-3brl1-1brl3-1* (*quad*), and *35S:BRL3-GFP* (*BRL3ox*)^33^. DNA rapid extraction protocol^64^ was used for all the plant genotyping experiments. Supplementary Table 2 describes the primers used for genotyping of the BR mutant plants.

### Brassinolide (BL) and sorbitol sensitivity assays in roots

For hormone treatments, seeds were continuously grown in concentration series of BL (Wako, Japan). For sorbitol assays, 3-day-old seedlings were transferred to either control or 270 mM sorbitol media for four additional days. The root length of 7-day-old seedlings was measured using Image J (http://rsb.info.nih.gov/ij/) and compared with automatically acquired data from the MyROOT^65^ software (Supplementary Fig. 12). Four-day-old roots grown in control conditions or in 24 h of sorbitol were stained with propidium iodide (10 μg/ml, PI, Sigma). PI stains the cell wall (control) and DNA in the nuclei upon cell death (sorbitol). Images were acquired with a confocal microscope (FV1000 Olympus). Cell death damage in primary roots was measured in a window of 500 µm from QC in the middle root longitudinal section (Image J). As an arbitrary setting to measure the stained area, a color threshold ranging from 160 to 255 in brightness was selected.

### Root hydrotropism

Seedlings were germinated in MS1/2 without sucrose for 6 days. Then, the lower part of the agar was removed from the plates and MS1/2 with 270 mM sorbitol was added to simulate a situation of reduced water availability. The media was placed in 45° angle to scape gravitropism effect. When indicated, 1 μM of brassinazole^44^ was added to sorbitol media. Root curvature angles were measured and analyzed using the Image J software (http://rsb.info.nih.gov/ij/).

### Drought stress for scoring plant survival

One-week-old seedlings grown in MS1/2 agar plates were transferred individually to pots containing 30 ± 1 g of substrate (plus 1:8 v/v vermiculite and 1:8 v/v perlite). For each biological replicate, 40 plants of each genotype were grown in LD conditions for 3 weeks. Three-week-old plants were subjected to severe drought stress by withholding water for 12 days followed by re-watering. After the 7-day recovery period, the surviving plants were photographed and manually counted (two-sided chi-squared test, *p*-value < 0.01).

### Metabolite profiling analyses

One-week-old seedlings were placed in individual pots with 30 g of autoclaved soil and grown under LD photoperiodic conditions. After 3 weeks growing, half of the plants were subjected to severe drought (withholding water) for 6 days and the other half were watered normally (well-watered control conditions). A total of five biological replicates were collected every 24 h during the time course (from day 0 to day 6) both in drought and watered conditions, and for each genotype (WT, *quad*, and *BRL3ox*). Four independent plants were bulked in each biological replicate. Roots were manually separated from shoots. Four entire shoots were grinded using the Frosty Cryogenic grinder system (Labman). Four entire root samples were grinded in the Tissue Lyser Mixer-Mill (Qiagen). Roots were aliquoted into 20 mg samples and shoot into 50 mg samples (the exact weight was annotated for data normalization). Primary metabolite extraction was carried as follows^66^. One zirconia and 500 μl of 100% methanol premixed with ribitol (20:1) were added and samples were subsequently homogenized in the Tissue Lyser (Qiagen) 3 min at 25 Hz. Samples were centrifuged 10 min at 14,000 rpm (10 °C) and resulting supernatant was transferred into fresh tubes. Addition of 200 μl of CHCl_3_ and vortex ensuring one single phase followed by the addition of 600 μl of H_2_O and vortex 15 s. Samples were centrifuged 10 min at 14,000 rpm (10 °C). 100 μl from the upper phase (polar phase) were transferred into fresh eppendorf tubes (1.5 ml) and dried in the speed vacuum for at least 3 h without heating. 40 μl of derivatization agent (methoxyaminhydrochloride in pyridine) were added to each sample (20 mg/ml). Samples were shaken for 3 h at 900 rpm at 37 °C. Drops on the cover were shortly spun down. One sample vial with 1 ml MSTFA + 20 μl FAME mix was prepared. Addition of 70 μl MSTFA + FAMEs in each sample was done followed by shaking 30 min at 37 °C. Drops on the cover were shortly spun down.

Samples were transferred into glass vials specific for injection in GC–TOF–MS. The GC–TOF–MS system comprised of a CTC CombiPAL autosampler, an Agilent 6890N gas chromatograph, and a LECO Pegasus III TOF–MS running in EI+ mode. Metabolites were identified by comparing to database entries of authentic standards^67^. Chromatograms were evaluated using Chroma TOF 1.0 (Leco) Pegasus software was used for peak identification and correction of RT. Mass spectra were evaluated using the TagFinder 4.0 software^68^ for metabolite annotation and quantification (peak area measurements). The resulting data matrix was normalized using an internal standard, Ribitol, in 100% methanol (20:1), followed by normalization with the fresh weight of each sample. Metabolomics data from control (well-watered) conditions at day 0 were analyzed with a two-tailed *t*-test, *p*-value < 0.05 (no multiple testing correction). Data from the time course was analyzed with R software using the maSigPro package^69^. Briefly, the profile of each metabolite under each condition was fitted to a polynomial model of maximum degree 3. The curves of each genotype were statistically compared taking into account the fitting value and correcting the *p*-value (Benjamini–Hochberg method). Significant metabolites (*p*-value < 0.05) having a differential profile between genotypes were plotted to visualize their behavior under the drought time course. Clustering analysis was performed using the maSigPro package and the *hclust* R core function.

### Transcriptomic profiling analysis

For microarray analysis, a drought stress time course was carried out in WT and *quad* mutant 3-week-old plants. Entire plants grown under drought stress and control conditions were collected every 48 h during the time course (Day 0, Day 2, and Day 4). Two biological replicates composed of five independent rosettes were collected. RNA was extracted with the Plant Easy Mini Kit (Qiagen) and quality checked using the Bioanalyser. A Genome-Wide Microarray platform (Dual color, Agilent) was performed by swapping the color hybridization of each biological replicate (Cy3 and Cy5). Statistical analysis was performed with the package “limma”^70^, and the “mle2/“normexp” background correction method was used. Different microarrays were quantile-normalized and a Bayes test used to identify differentially expressed probes. The results were filtered for adjusted *p*-value < 0.05 (after Benjamini–Hochberg correction) and Log_2_ FC > |1.5|. For RNAseq analysis, 3-week-old roots were detached from mature plants grown in soil under control conditions and 5 days of drought. RNA was extracted as described above. Stranded cDNA libraries were prepared with TruSeq Stranded mRNA kit (Illumina). Single-end sequencing, with 50-bp reads, was performed in an Illumina HiSeq500 sequencer, at a minimum sequencing depth of 21 M. Reads were trimmed 5 bp at their 3′ end, quality filtered and then mapped against the TAIR10 genome with “HISAT2”. Mapped reads were quantified at the gene level with “HtSeq”. For differential expression, samples were TMM normalized and statistical values calculated with the “EdgeR” package in R. Results were filtered for adjusted *p*-value (FDR) < 0.05 and FC > |2| in the pairwise comparisons. For the evaluation of differential drought response between WT and *BRL3ox* roots, a lineal model accounting for the interaction genotype and drought was constructed with “EdgeR” package. The interaction term was evaluated. A gene was considered to be affected by the interaction if *p*-value (uncorrected) < 0.0025. Heatmaps were performed in R with the heatmap.2 function implemented in the “gplots” package.

For the Rt qPCR, cDNA was obtained from RNA samples by using the Transcriptor First Strand cDNA Synthesis Kit (Roche) with oligo dT primers. qPCR amplifications were performed from 10 ng of cDNA using LightCycler 480 SYBR Green I master mix (Roche) in 96-well plates according to the manufacturer's recommendations. The real-time PCR was performed on a LightCycler 480 System (Roche). Ubiquitin (AT5G56150) was used as housekeeping gene for relativizing expression. Primers used are described in Supplementary Table 3.

### Statistical methods and omics data integration

For root tissue enrichment analysis, deregulated genes were queried against available lists of tissue-enriched genes^49^. For each tissue, a 2 × 2 contingency table was constructed, counting the number of deregulated genes in the tissue that were enriched and non-enriched and also the number of non-deregulated genes (for either FDR > 0.05 or logFC > / < in the RNAseq gene universe) that were enriched and non-enriched. Statistical values of the enrichment were obtained using a one-sided Fisher’s test. To statistically evaluate the influence of transcriptomic changes on the metabolic signature, both deregulated enzymes and metabolites were queried in an annotation file of the metabolic reactions of *Arabidopsis thaliana*, which included merged data from the KEGG (http://www.genome.jp/kegg/) and BRENDA (www.brenda-enzymes.org) databases. Then, the same approach of constructing a 2 × 2 contingency table was taken. Significant and non-significant metabolites annotated in the database were matched with differentially and non-differentially expressed genes annotated in the database. The statistical value of the association between regulated metabolites and genes was obtained through a two-sided Fisher’s exact test. Genes and metabolites were mapped onto the KEGG pathways using the PaintOmics3 (http://bioinfo.cipf.es/paintomics/) according to the developer's instructions^50^.

### Physiological parameters and chlorophyll fluorescence

One-week-old seedlings were placed in individual pots and watered with the same volume of a modified Hoagland solution (one-fifth strength). Pots were weighed daily during the experiment. Well-watered control plants were grown in 100% field capacity (0% of water loss). The time course drought stress assay was started by withholding the nutrient solution until reaching 25%, 50%, 60%, and 70% water loss. Photosynthesis (*A*) and transpiration (*E*) were measured in control and drought plants at those time points. Four plants of each genotype were harvested at 0%, 50%, and 70% water loss for biomass, water content, and hormone analyses. Drought experiments were repeated three times and at least four plants per genotype and treatment were used in each experiment. RWC was calculated according to the formula: RWC (%) = [(FW − DW)/(TW − DW)] × 100.

### Plant hormones quantification

Plant hormones cytokinins (*trans*-zeatin), gibberellins (GA1, GA4, and GA3), indole-3-acetic acid (IAA), ABA, salicylic acid (SA), JA, and the ethylene precursor 1-aminocyclopropane-1-carboxylic acid (ACC) were analyzed as follows. 10 μl of extracted sample were injected in a UHPLC–MS system consisting of an Accela Series U-HPLC (ThermoFisher Scientific, Waltham, MA, USA) coupled to an exactive mass spectrometer (ThermoFisher Scientific, Waltham, MA, USA) using a heated electrospray ionization (HESI) interface. Mass spectra were obtained using the Xcalibur software version 2.2 (ThermoFisher Scientific, Waltham, MA, USA). For quantification, calibration curves were constructed for each analyzed hormone (1, 10, 50, and 100 μg l^−1^) and corrected for 10 μg l^−1^ deuterated internal standards. Recovery percentages ranged between 92% and 95%.

For endogenous BR analysis plant materials (4 g fresh weight) were lyophilized and grinded. BL and CS were extracted with methanol and purified by solvent partitions by using a silica gel column and ODS-HPLC as follows. The endogenous levels of BL and CS were quantified by LC–MS/MS using their deuterated internal standards (2 ng).

LC–MS/MS analysis was performed with a triple quadrupole/linear ion trap instrument (QTRAP5500; AB Sciex, USA) with an electrospray source. Ion source was maintained at 300 °C. Ion spray voltage was set at 4500 V in positive ion mode. MRM analysis were performed at the transitions of *m*/*z* 487–433 (collision energy (CE) 30 V) and 487–451 (CE 21 V) for 2H 6 -BL, *m*/*z* 481 to 427 (CE 30 V) and 481–445 (CE 30 V) for BL, *m*/*z* 471–435 (CE 23 V) and 471–453 (CE 25 V) for 2 H 6 -CS and *m*/*z* 465–429 (CE 23 V) and 465–447 (CE 25 V) for CS. Enhanced product ion scan was carried out at CE 21 V. HPLC separation was performed using a UHPLC (Nexera X2; Shimadzu, Japan) equipped with an ODS column (Kinetex C18, f2.1 150 mm, 1.7 μm; Phenomenex, USA). The column oven temperature was maintained at 30 °C. The mobile phase consisted of acetonitrile (solvent A) and water (solvent B), both of which contained 0.1% (v/v) acetic acid. HPLC separation was conducted with the following gradient at flow rate of 0.2 ml/min: 0–12 min, 20% A–80% A; 12–13 min, 80% A–100% A; 13–16 min, 100% A.

## Electronic supplementary material

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Supplementary Data 12

Supplementary Data 13

Supplementary Data 14

Supplementary Data 15

Supplementary Data 16

Supplementary Data 17

## Data Availability

RNAseq and microarray data that support the findings of this study have been deposited in Gene Expression Omnibus (GEO) with the GSE119382 and GSE119383 accession codes.

# Supplementary material for: Overexpression of the vascular brassinosteroid receptor BRL3 confers drought resistance without penalizing plant growth
**Source:** Nat Commun. 2018 Nov 8;9:4680. doi: 10.1038/s41467-018-06861-3
**Supplement:** Supplementary file 1 — Supplementary Information

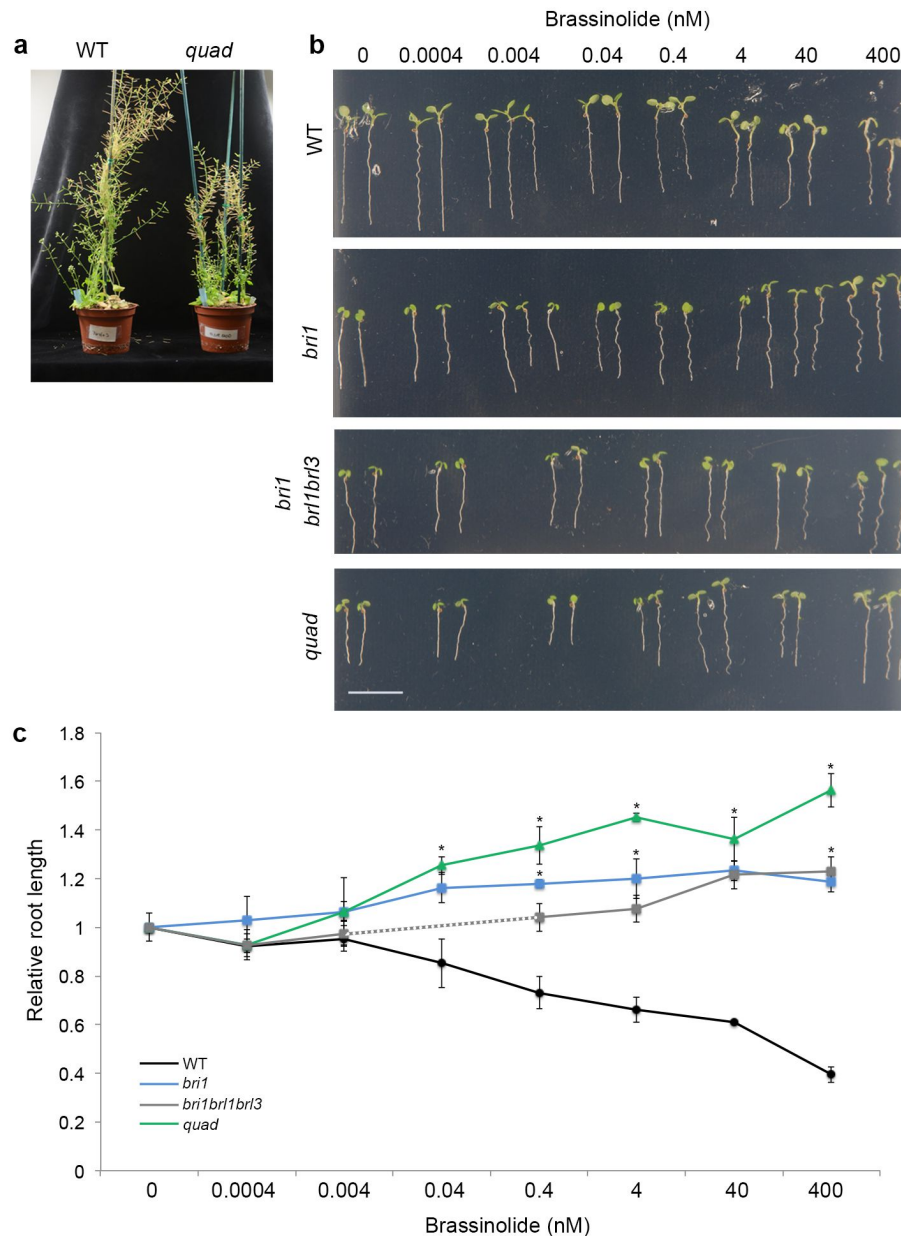

**Supplementary Figure 1. BR loss-of-function *quad* mutant roots are insensitive to BRs.**

(a) Five-week-old *quad* mutant plant phenotype. (b) Six-day-old roots of WT, *bri1*, *bri1bri1bri3*, and *quad* seedlings in a dose-response curve assay of 0.0004, 0.004, 0.04, 0.4, 4, 40, and 400 nM with brassinolide (BL). Scale bar: 1 cm.

(c) Relative root length of six-day-old WT, *bri1*, *bri1bri1bri3*, and *quad* seedlings within the BL dose-response curve. Root length in BL was normalized to control root length for each concentration and genotype. BL resistance is observed in *bri1*, *bri1bri1bri3* and *quad* roots. Results are the average of three independent biological replicates  $\pm$  S.E. (n=100). Asterisks denote statistical differences in a two-tailed t-test (p-value < 0.05).

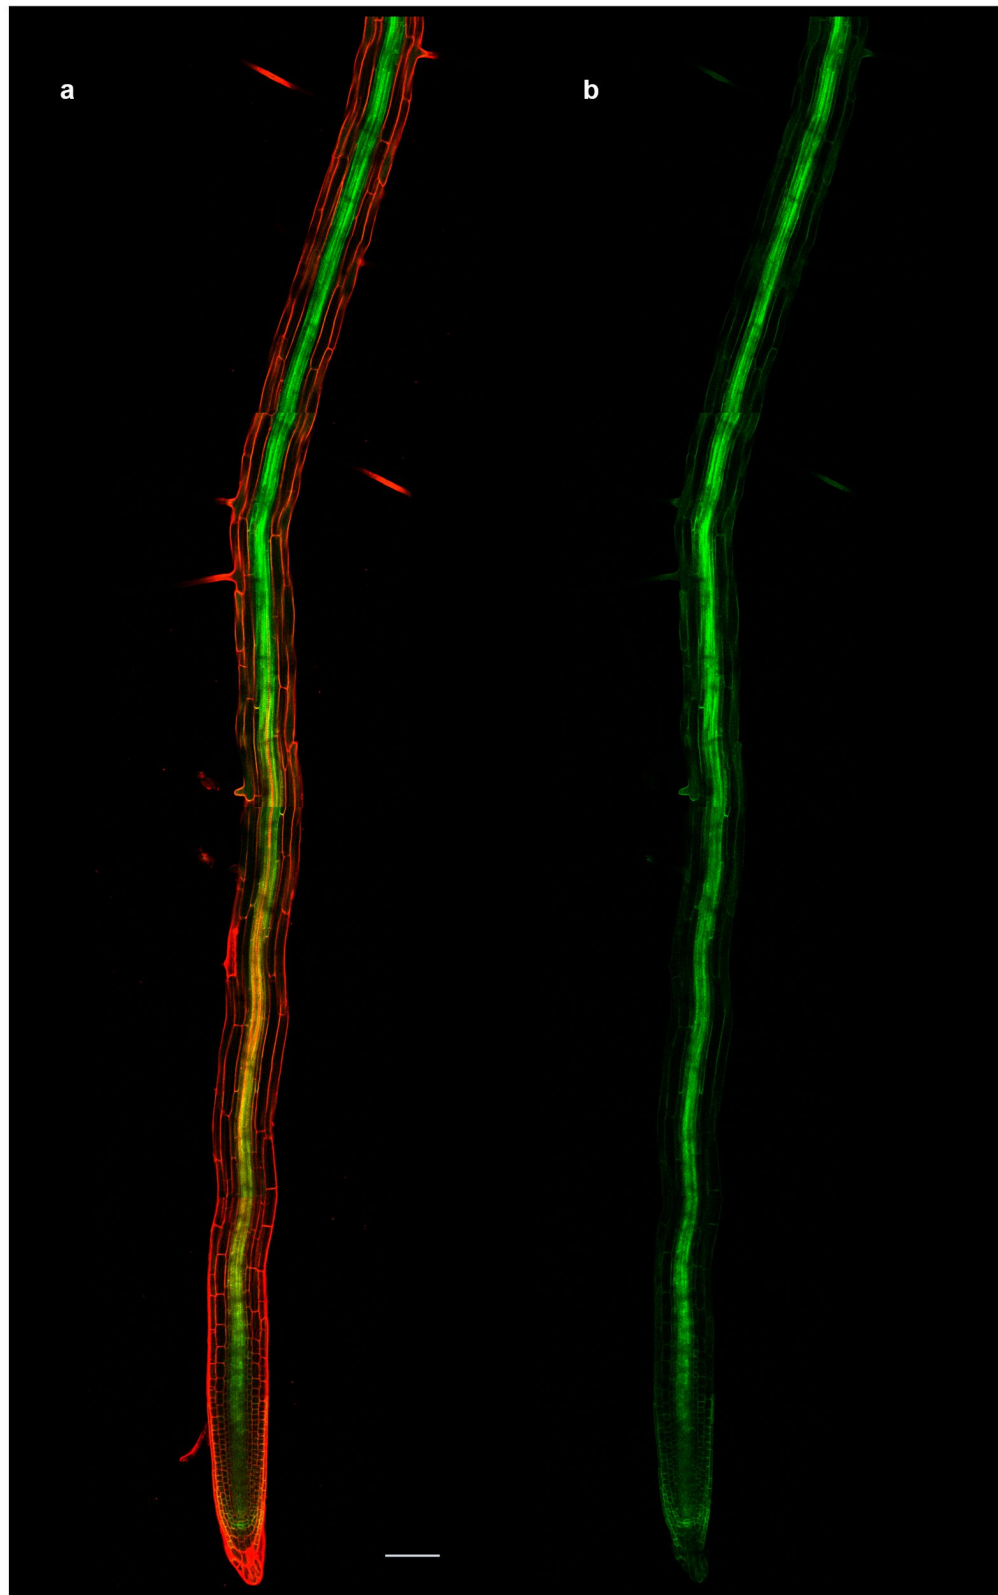

**Supplementary Figure 2. Localization pattern of BRL3 protein in the *BRL3ox* roots.**

(a) Longitudinal section of a *35S:BRL3-GFP* (*BRL3ox*) roots in confocal microscopy. The green channel depicts the GFP signal of the BRL3 receptor and the red channel depicts the PI staining of cell walls. Scale bar: 100 $\mu$ m.

(b) Same image shown in (a) but only the green channel showing the BRL3 localization pattern.

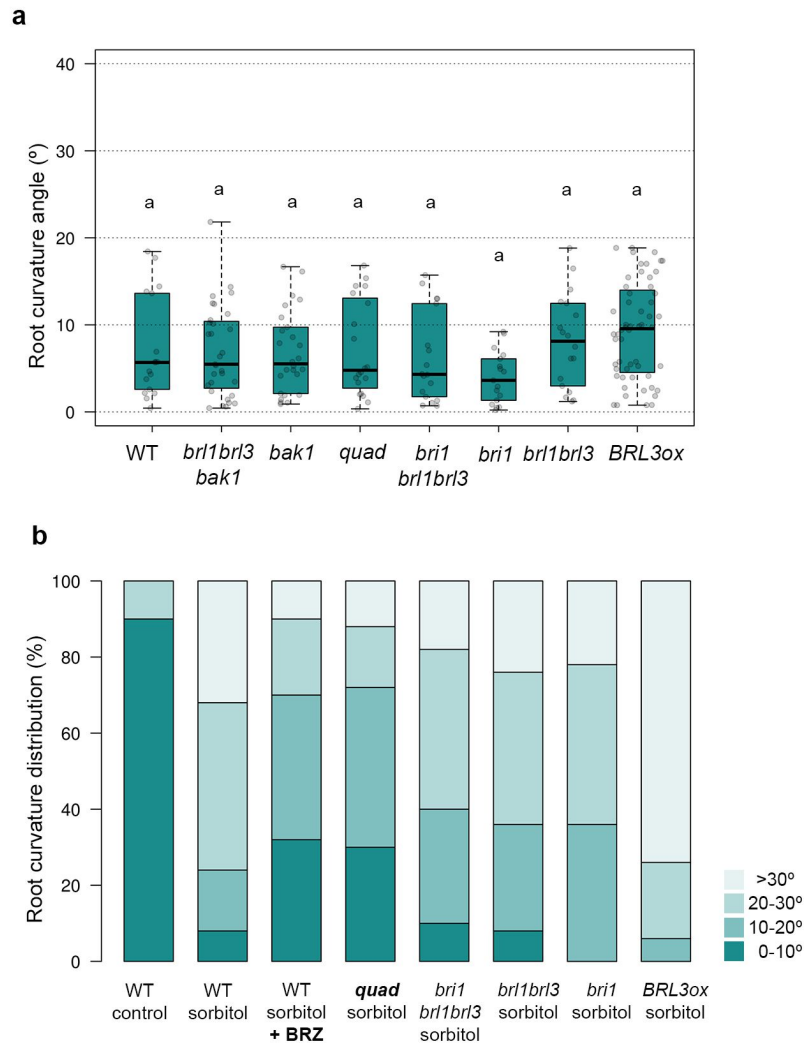

**Supplementary Figure 3. Brassinazole reverts the WT root hydrotropic response to sorbitol.**

(a) Curvature angles of roots when the bottom part of the media is replaced with control media (mock). Roots of all genotypes display a small curvature but show no differences compared with WT. Boxplot represent the median and interquartile range (IQR). Whiskers depict  $Q1-1.5 \times IQR$  and  $Q3+1.5 \times IQR$ . ( $n > 35$ ). Different letters represent significant differences ( $p$ -value  $< 0.05$ ) in a one-way ANOVA plus Tukey's HSD test. (b) Distribution of root curvature angles. Whereas 90% of the roots of WT plants in control conditions had curvatures lesser than  $10^\circ$ , only 8% of the roots of WT plants treated with 270 mM sorbitol had curvatures lesser than  $10^\circ$  (68% of the roots had curvatures between 0 and  $30^\circ$ ). Exogenous application of brassinazole partially reverted the sorbitol induced response, with 33% of WT roots having curvatures below  $10^\circ$  and 90% of WT roots having curvatures below  $30^\circ$ . This distribution is similar to that of the insensitive *quad* mutants.

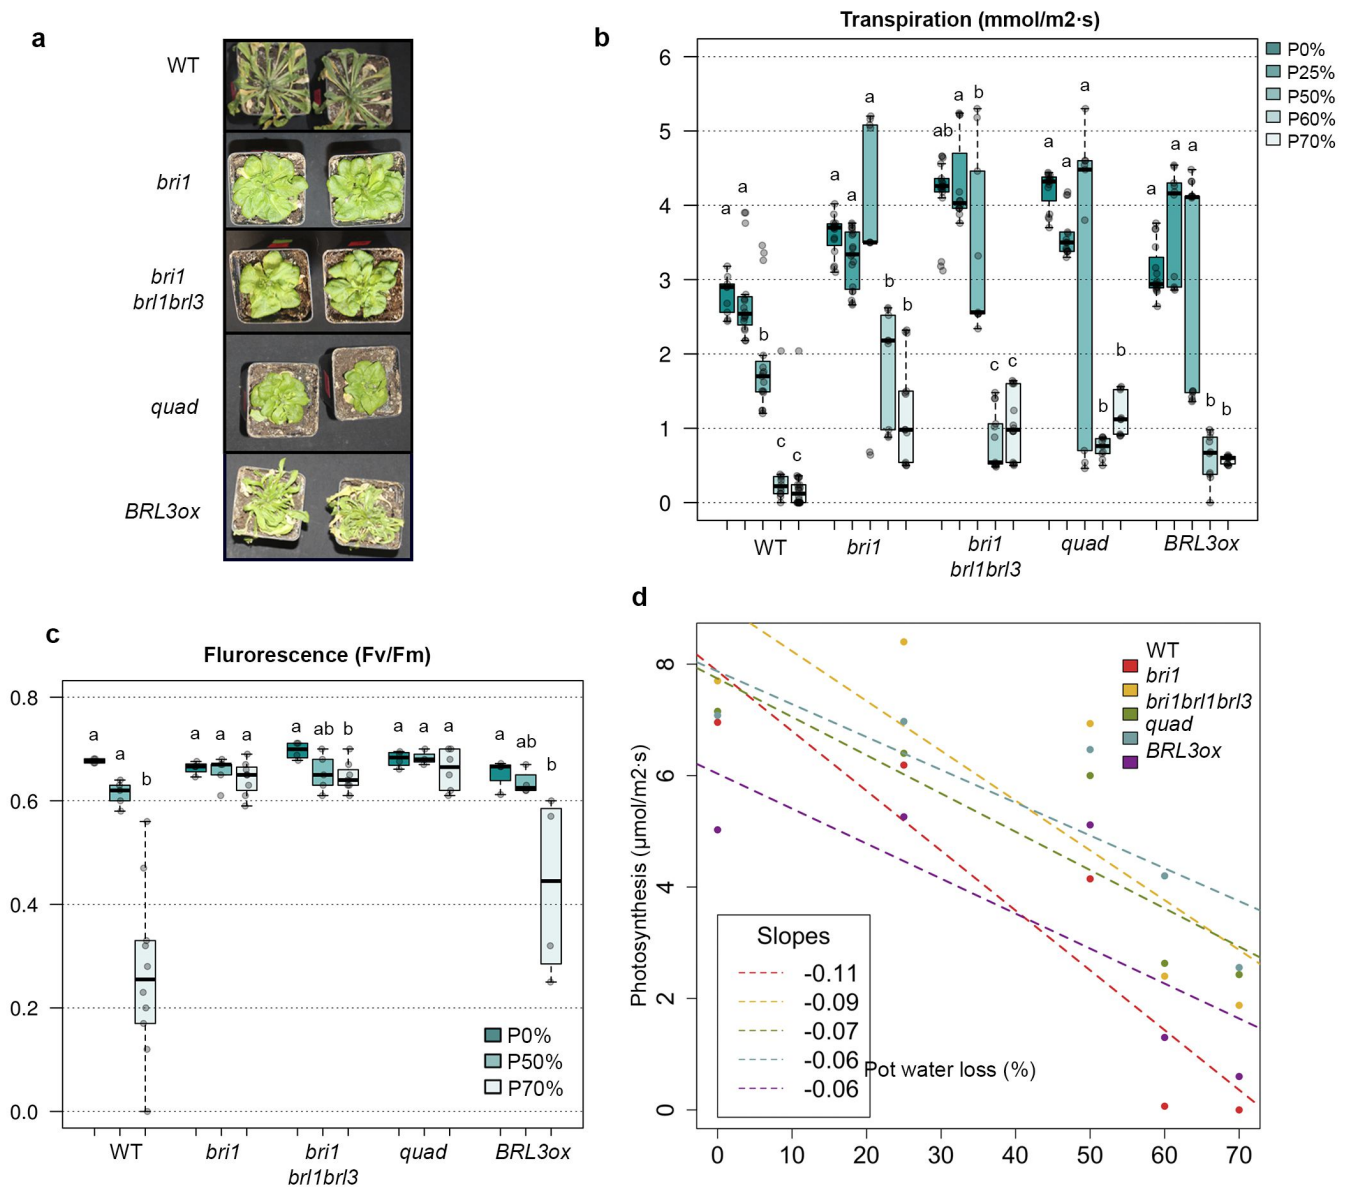

**Supplementary Figure 4. Physiological parameters of mature plants under drought stress.**

(a) Phenotypes of mature *Arabidopsis* plants subjected to drought. Rosettes were photographed when 70% soil water loss was reached (P70%) in each genotype. (b) Transpiration rates (mmol m<sup>-2</sup> s<sup>-1</sup>) at different percentages of soil water loss. (c) Quantification of photosystem II (PSII) efficiency in mature rosettes at 0% (field capacity), 50% and 70% soil water loss. (b, c) Boxplot represent the median and interquartile range (IQR). Whiskers depict Q1-1.5\*IQR and Q3+1.5\*IQR. (n=6). Different letters depict significant differences (p-value<0.05) within each genotype in a one-way ANOVA plus a Tukey's HSD test. (d) Plot of photosynthesis efficiency versus soil water loss. Data was fitted to a lineal model and the slopes taken as indicators of drought-induced photosynthesis inhibition. Dots are the means for each genotype and dashed lines the fitted model.

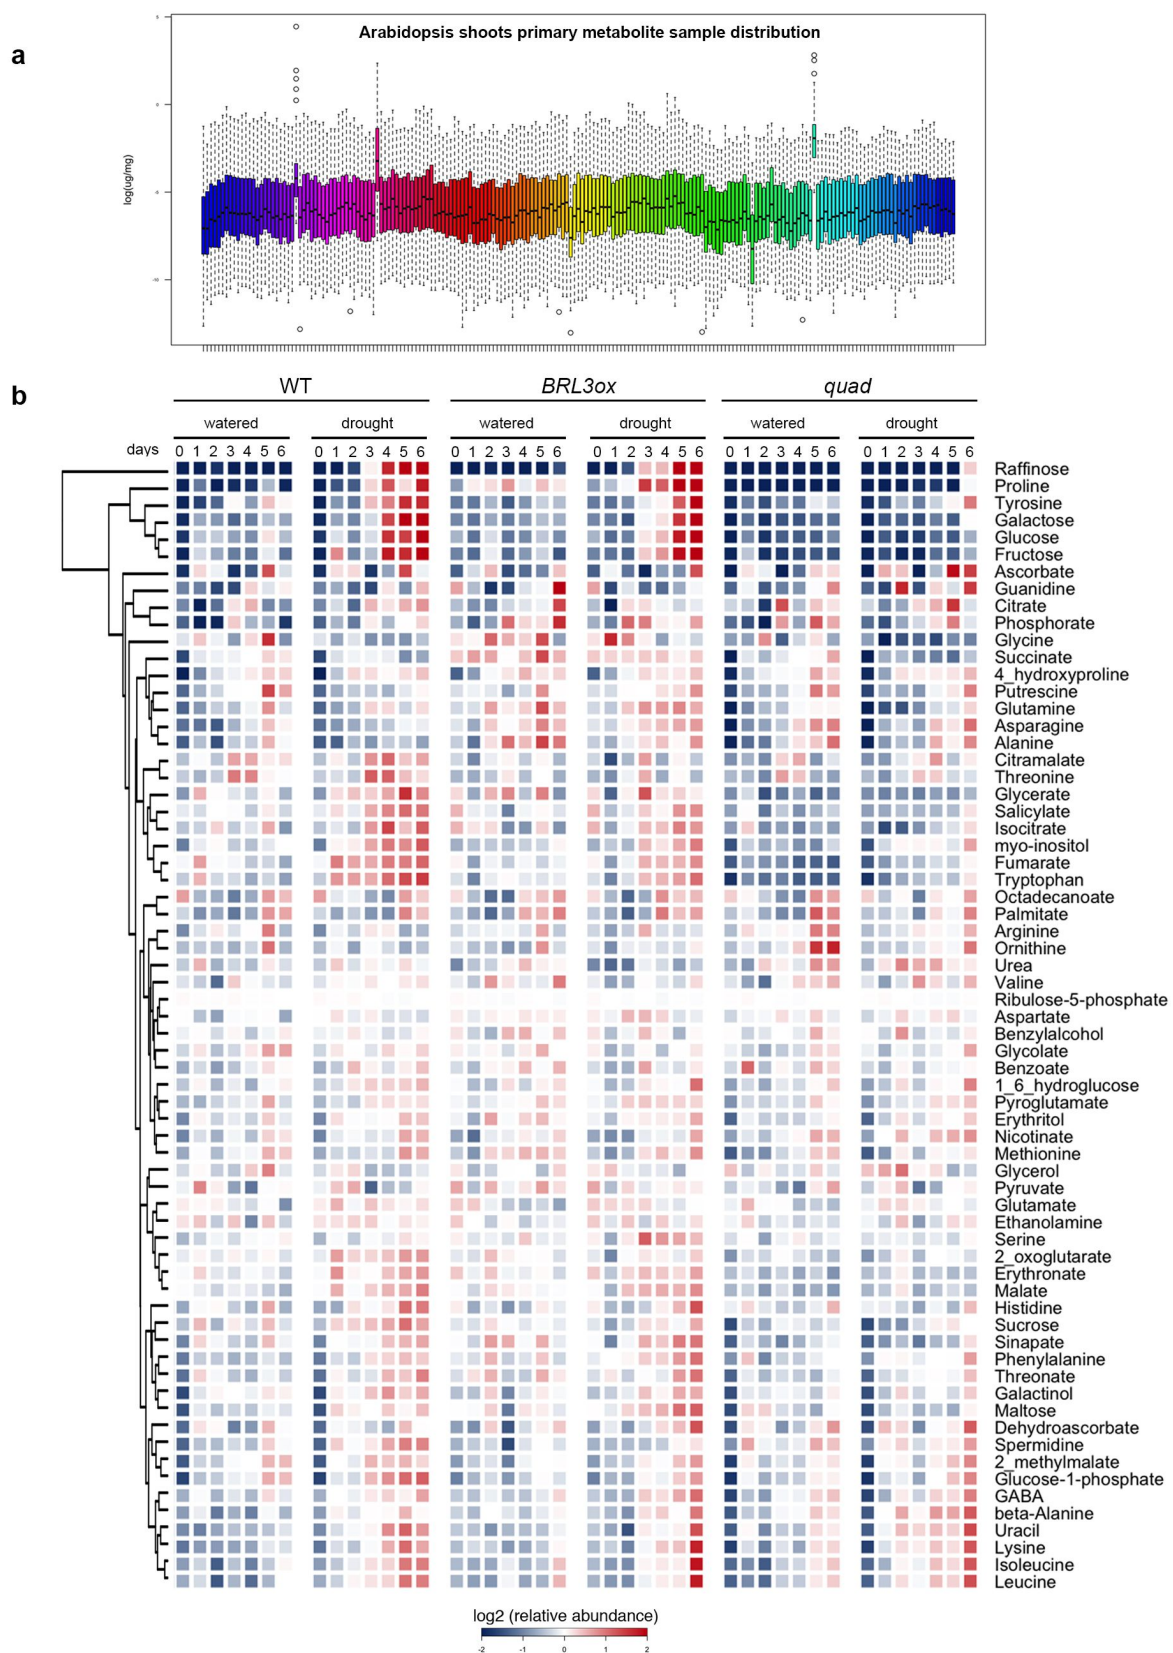

**Supplementary Figure 5. Metabolite profiling of WT, *BRL3ox* and *quad* shoots under drought.**

(a) Distribution of the complete sample set of metabolites in WT, *BRL3ox* and *quad* shoots within the drought time course. Data show a uniform distribution without normalization. Samples with median value outside the average interquartile range were not considered for further analysis. (b) Heat map depicts the metabolic fingerprint of WT, *BRL3ox* and *quad* shoots within the time course under control conditions and drought stress. While the relative metabolite levels are homogeneous in well-watered conditions, upon drought exposure, the metabolite patterns become deregulated. Color bar depicts row-scaled values for relative metabolite abundance.

**a**

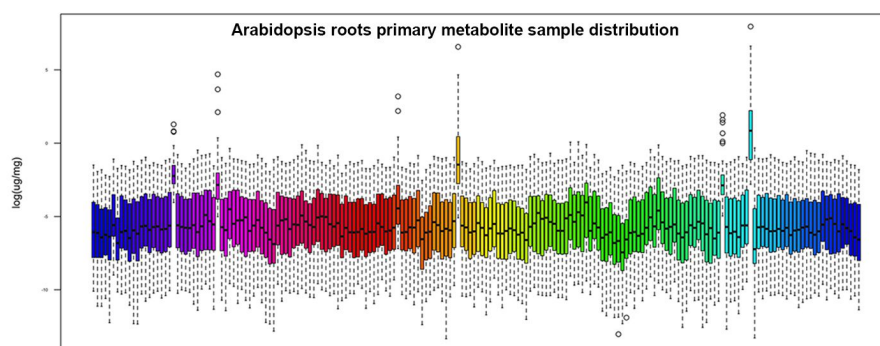

**b**

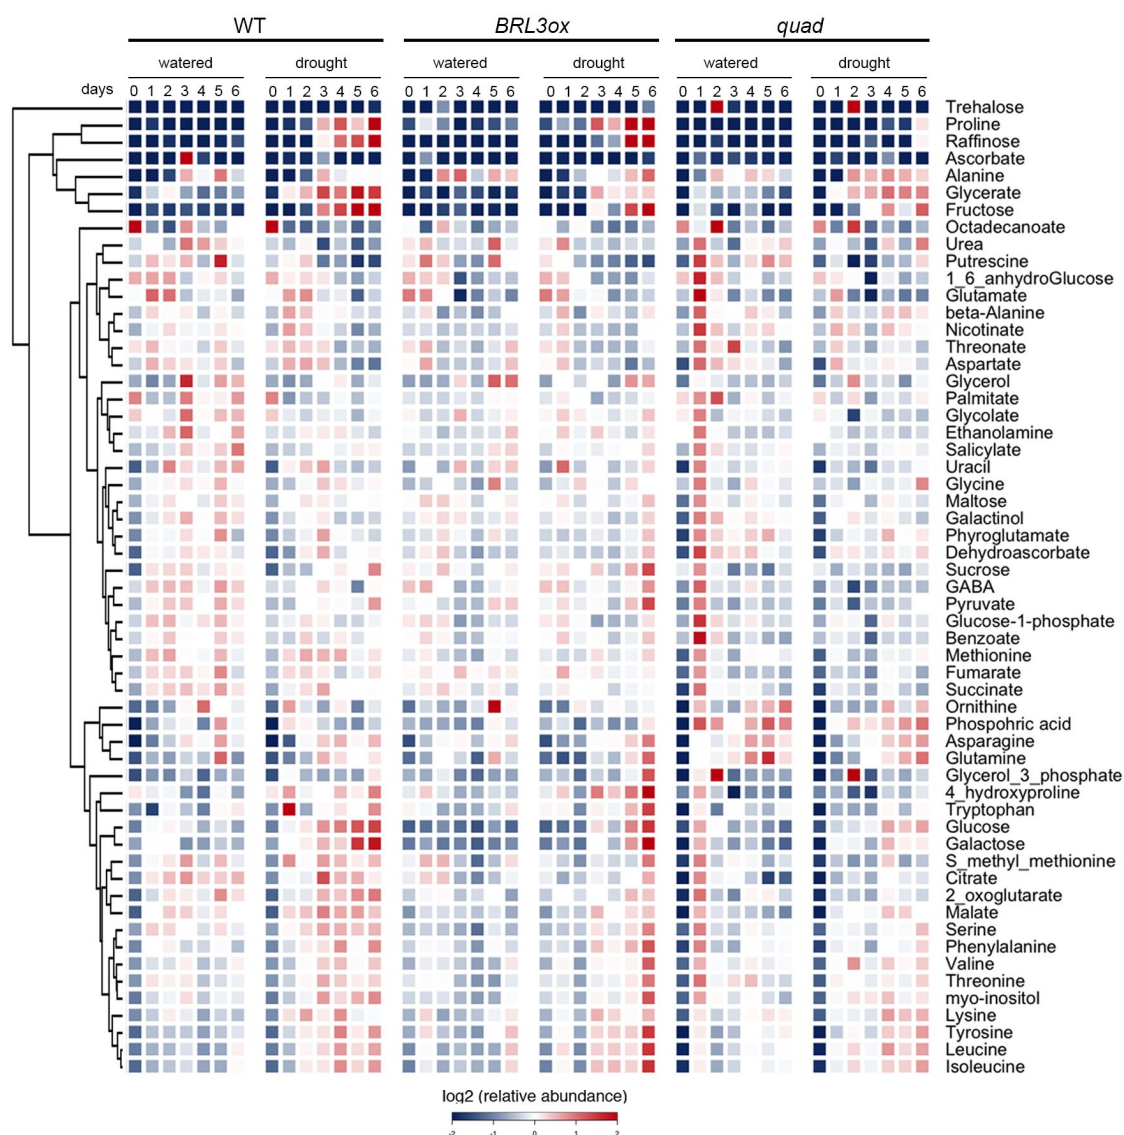

**Supplementary Figure 6. Metabolite profiling of WT, *BRL3ox* and *quad* roots under drought.**

(a) Distribution of the complete sample set of metabolites in WT, *BRL3ox* and *quad* roots within the drought time course. Data show a uniform distribution without normalization. Samples with median value outside the average interquartile range were not considered for further analysis. (b) Heat map depicts the metabolic fingerprint of WT, *BRL3ox* and *quad* roots within time course under control conditions and drought stress. While the relative metabolite levels are homogeneous in well-watered conditions, upon drought exposure, the metabolite patterns become deregulated. Color bar depicts row-scaled values for relative metabolite abundance.

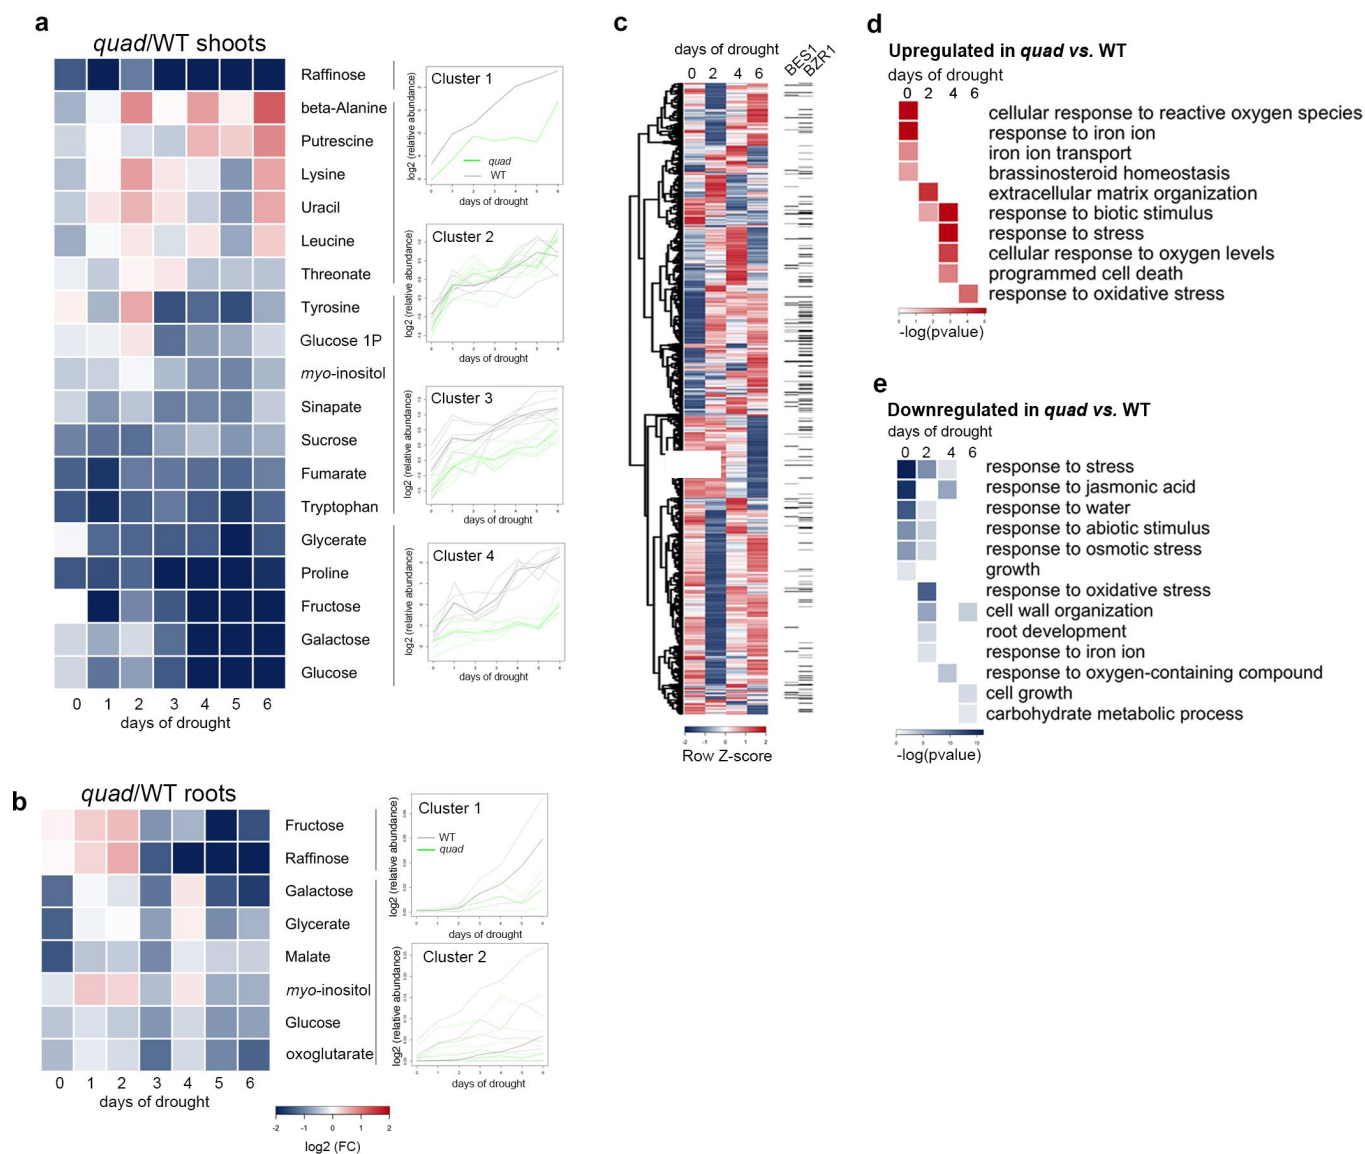

**Supplementary Figure 7. Metabolomics and transcriptomics analyses of *quad* mutants under drought.**

(a) Metabolites with differential dynamics between *quad* and WT shoots during the drought time course. (b) Metabolites with differential dynamics between *quad* and WT roots during the drought time course. (a-b) Heatmaps depict the log<sub>2</sub> ratio of metabolite abundance in *quad*/WT. Clusters depict the dynamics of each metabolites. (c) Microarray analysis of mature *quad* rosettes during the drought time course. Heatmap represents row-normalized expression values. Black bars depict direct targets of BES1/BZR1. (d) Representative GO categories enriched among *quad* upregulated genes at 0, 2, 4, or 6 days of drought. (e) Representative GO categories enriched among *quad* downregulated genes at 0, 2, 4, or 6 days of drought. (d-e) Heatmaps represent the  $-\log$  of corrected p-values for the enrichment (Benjamini-Hochberg).

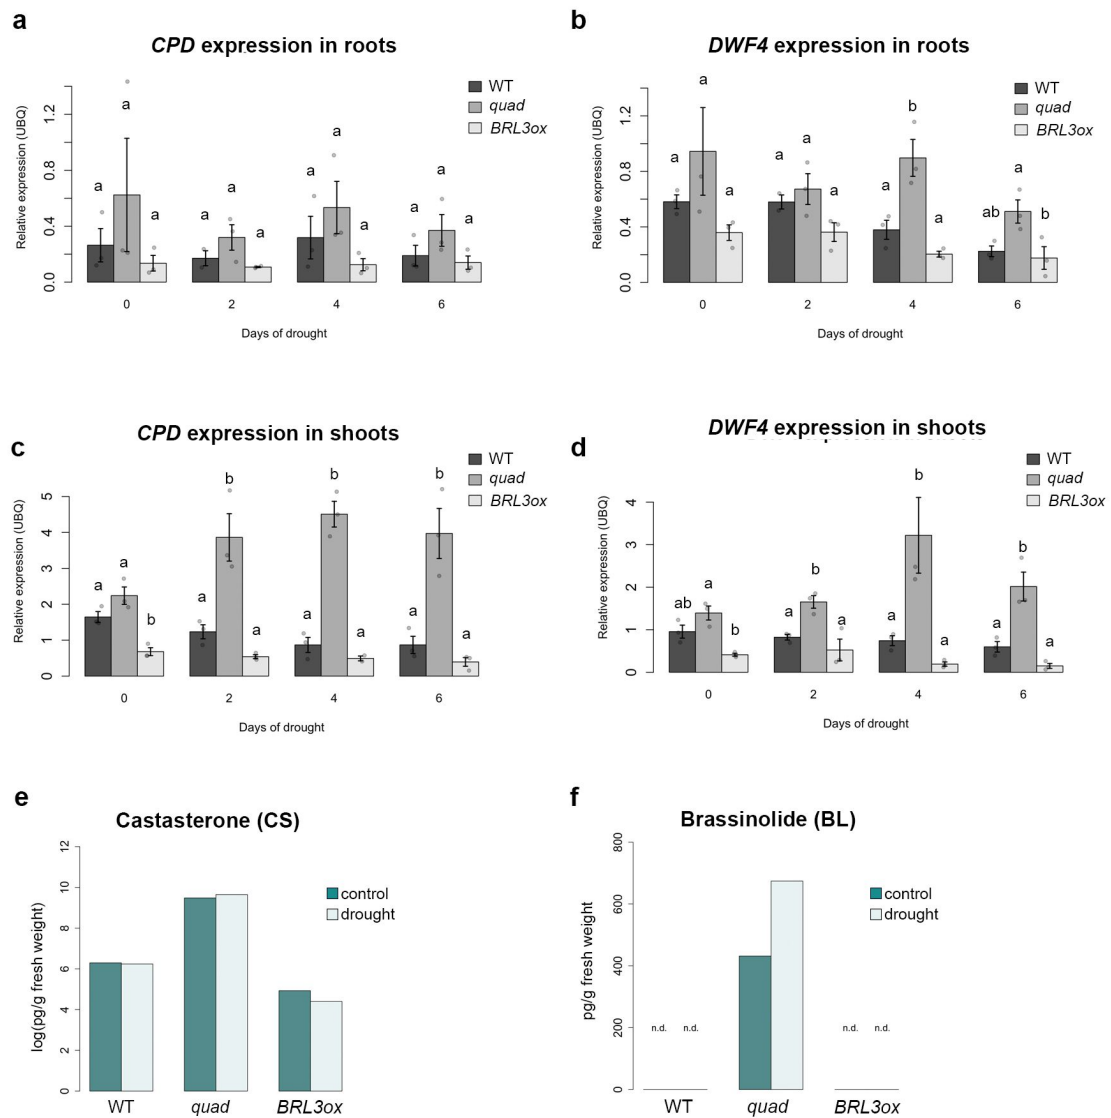

**Supplementary Figure 9. BR pathway regulation in WT, *BRL3ox* and *quad* mutants under drought.**

(a) *CPD* transcript levels in roots. (b) *DWF4* transcript levels in roots. (c) *CPD* transcript levels in shoots. (d) *DWF4* transcript levels in shoot. (a-d) Barplots represent mean values and error bars +/- s.e.m. Points are experimental observations. Data from 3 independent biological replicates. Different letters mean significant differences ( $p$ -value<0.05) in one-way ANOVA test plus Tukey HSD posthoc test. (e) Castasterone (CS) levels. (f) Brassinolide (BL) levels. Data from a pool of >30 whole 28-days-old plants.

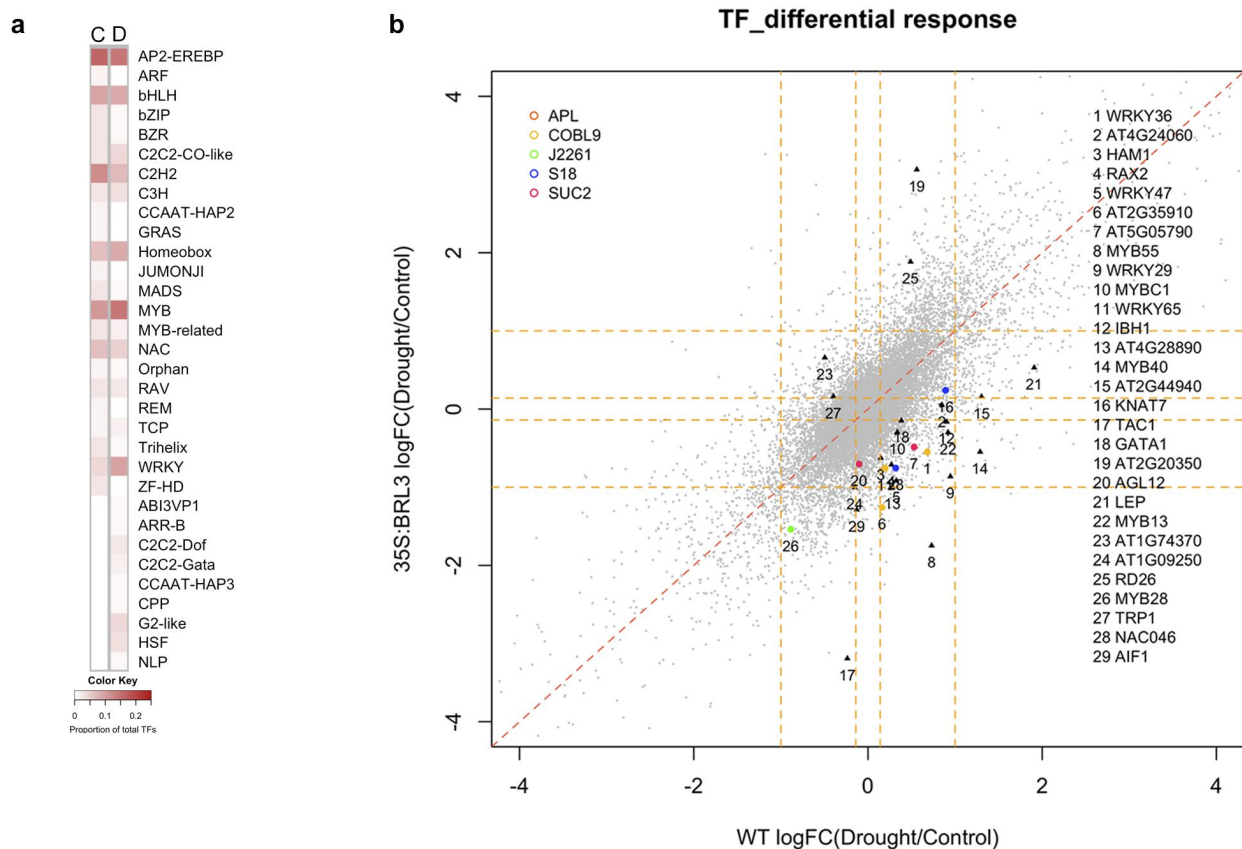

**Supplementary Figure 10. Transcription factor analysis of the deregulated genes in *BRL3ox* roots upon drought.**

(a) Families of deregulated transcription factors in control (left) and drought (right) conditions. Color key represents the proportion of the family in the total number of deregulated transcription factors. (b) Transcription factors with a differential response to drought in *BRL3ox* and WT roots (lineal model accounting for interaction). Root tissue-specific transcription factors are denoted in colors: APL, Phloem and phloem companion cells; COBL9, Root hair cells; J2261, Pericycle; S18, Maturing xylem; and SUC2, Phloem companions cells.

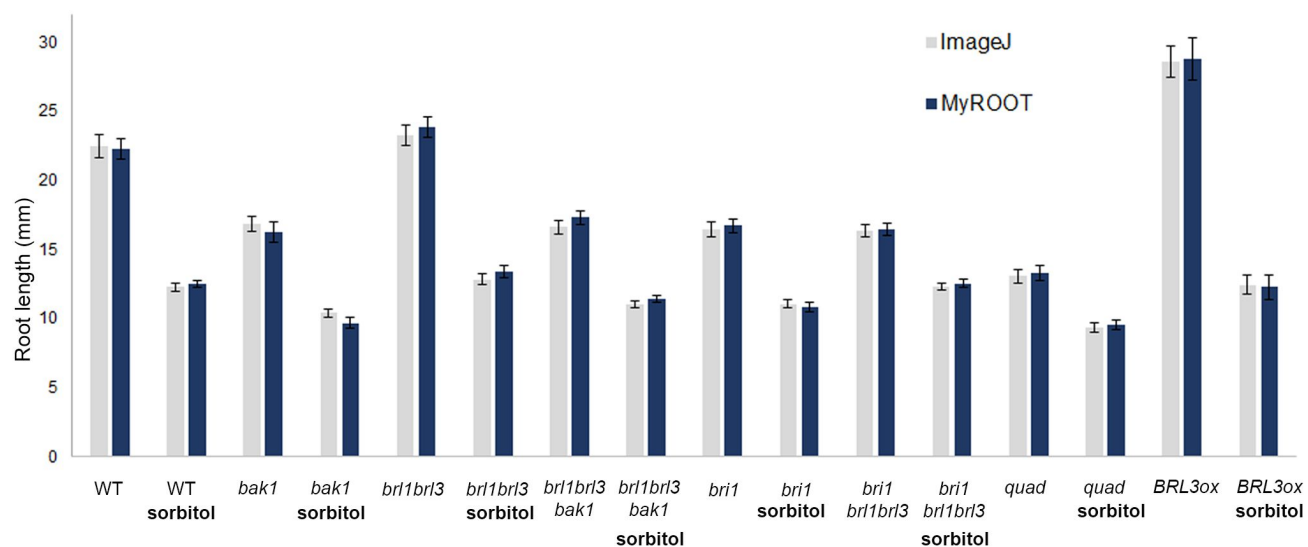

**Supplementary Figure 12. Comparison of root length using ImageJ and MyROOT software.**

Seven-day-old root length of WT, BR mutants and *BRL3ox* grown in control and sorbitol conditions. Manual measurements of root length were done with ImageJ and compared to data obtained by using the semi-automatic software MyROOT. No significant differences (t-test, p-value > 0.05) in the mean root lengths were observed between both methods. Bars represent means  $\pm$  S.E.

**Supplementary Table 1: Raw data of the phenomic traits matrix shown in Figure 2d**

|                       |                          | <b>WT</b> | <b><i>bak1</i></b> | <b><i>bri1</i></b> | <b><i>brl1brl3</i></b> | <b><i>brl1brl3bak1</i></b> | <b><i>bri1brl1brl3</i></b> | <b><i>quad</i></b> | <b><i>BRL3ox</i></b> |
|-----------------------|--------------------------|-----------|--------------------|--------------------|------------------------|----------------------------|----------------------------|--------------------|----------------------|
| <b>Plant survival</b> | % surviving plants after |           |                    |                    |                        |                            |                            |                    |                      |
|                       | drought                  | 0,160     | 0,476              | 0,646              | 0,182                  | 0,195                      | 0,754                      | 0,766              | 0,342                |
| <b>Hydrotropic</b>    |                          |           |                    |                    |                        |                            |                            |                    |                      |
| <b>sensitivity</b>    | Mean angle (°)           | 24,382    | 15,464             | 19,585             | 23,223                 | 10,448                     | 18,435                     | 15,626             | 29,906               |
| <b>Sorbitol</b>       | Ration root length       |           |                    |                    |                        |                            |                            |                    |                      |
| <b>resistance</b>     | sorbitol/control         | 0,611     | 0,656              | 0,733              | 0,663                  | 0,679                      | 0,724                      | 0,730              | 0,633                |
| <b>PCD</b>            | Ratio PI-stained area    |           |                    |                    |                        |                            |                            |                    |                      |
| <b>sensitivity</b>    | sorbitol/control         | 4,136     | 3,766              | 2,095              | 4,723                  | 3,394                      | 2,695                      | 2,220              | 6,063                |
| <b>Root length</b>    | cm                       | 2,544     | 1,741              | 2,070              | 2,567                  | 1,840                      | 1,800                      | 1,530              | 2,951                |

**Supplementary Table 2. Primers used for genotyping**

| <b>primer</b>     | <b>sequence</b>                | <b>mutant</b>     |
|-------------------|--------------------------------|-------------------|
| <i>bri2.11</i>    | GTGAGAAACGAAGGTGGAACAGACTGCAG  | <i>bri1-1</i>     |
| <i>bri2.12</i>    | CTTCTTGGCATGGATACGGGAGGTAATGG  | <i>bri1-1</i>     |
| <i>JMLB</i>       | GGCAATCAGCTGTTGCCCGTCTCACTGGTG | <i>bri1-1</i>     |
| <i>bri4.2</i>     | TTTAGGGTGAGCATGAGATCTCGTGGGCCG | <i>bri3-1</i>     |
| <i>bri4.3</i>     | GAAATCCCTGTAGGAATCGGAAAGCTTGAG | <i>bri3-1</i>     |
| <i>JMRB</i>       | GCTCATGATCAGATTGTCGTTTCCCGCCTT | <i>bri3-1</i>     |
| <i>bak1-3 F</i>   | GCACTGAAAAACAGTTTAGC           | <i>bak1-3</i>     |
| <i>bak1-3 R</i>   | GATGCAGGAAGGGGAGTCAACTTGGTG    | <i>bak1-3</i>     |
| T-DNA R           | GCGTGGACCGCTTGCTGCAACT         | <i>bak1-3</i>     |
| <i>bri1-301 F</i> | GGAAACCATTGGGAAGATCA           | <i>bri1-301 *</i> |
| <i>bri1-301 R</i> | GCTGTTTCACCCATCCAA             | <i>bri1-301 *</i> |

\*PCR product was digested by *DpnII* enzyme (R0543, New England Biolabs)

**Supplementary Table 3. Primers used for RT- qPCR**

| <b>primer</b> | <b>sequence</b>       | <b>transcript</b> |
|---------------|-----------------------|-------------------|
| <i>CPD F</i>  | AGAGCGGTTCATTTAGACCCA | <i>CPD</i>        |
| <i>CPD R</i>  | TACCGAGTTGCTCTGCCATC  | <i>CPD</i>        |
| <i>DWF4 F</i> | CTCAGCCGTGGAACATTTGG  | <i>DWF4</i>       |
| <i>DWF4 R</i> | AACAACGGAGCGTCATCCTC  | <i>DWF4</i>       |

How the deposited data were processed for this re-analysis (not part of the article)

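Gene expression was measured by RNAseq in roots of WT and *BRL3ox* plants under control conditions and after 5 days of drought. The labels list 11 samples: replicates 1, 2 and 3 of WT control, WT drought and *BRL3ox* drought roots, and replicates 1 and 3 of *BRL3ox* control roots. Replicate 2 of *BRL3ox* control roots and the microarray experiment of the paper were not analysed here. The deposited values are raw counts per gene, 1 file per sample, which the authors made by trimming 5 bp from the 3′ end of 50-bp single-end reads, filtering them by quality, mapping them to TAIR10 with HISAT2 and counting them with HTSeq, without normalization. The versions and options of these programs and the annotation release are not stated. Each file holds 33341 gene identifiers, of which 33056 occur in the TAIR10.1 annotation used here for coordinates and transcript sequences, followed by HTSeq's 5 summary classes, which were not treated as genes.

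Samples were grouped by genotype and condition into 4 groups, from the labels alone. Genes were filtered with filterByExpr of edgeR by group, which kept 20718 genes, and counts were normalized by TMM. A quasi-likelihood negative binomial model with 1 coefficient per group was fitted to all 11 samples (estimateDisp, glmQLFit and glmQLFTest, robust = FALSE, R 4.3.3, edgeR 4.0.16, limma 3.58.1). The contrasts were *BRL3ox* against WT at basal conditions, *BRL3ox* against WT in drought, drought against control within each genotype, and the interaction, which is the drought response of *BRL3ox* minus that of WT. Genes were called at a Benjamini-Hochberg FDR under 0.05 and a fold change over 1.5, which the paper's Results give where its Methods give 2, and for the interaction at an unadjusted p under 0.0025, as in the paper's Methods. These thresholds, the tests and 14 alternatives were set before the data were examined. Normalized counts are given as CPM with TMM-scaled library sizes, as mean ± SD or, for the 2 *BRL3ox* control samples, as both values. The standard error of a log2 fold change was its size divided by the square root of the F statistic. Marker scores and principal components used log2 CPM with a prior count of 2.

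Counts on genes ranged from 18610736 to 22817390 per sample. The model had 7 residual and 3.48 prior degrees of freedom, and the common biological coefficient of variation was 0.159. The tests were run on simulated data with the same design. Simulated genes counted as recovered or called at an FDR under 0.05, or at an unadjusted p under 0.0025 for the interaction. The fold change threshold was not applied to them. In the simulated basal comparison, 9.23%, 59.7% and 83.1% of genes changed by 1.5, 2 and 4 times were recovered. The shares were 31.3%, 68.7% and 89.3% in the drought comparison and 13.6%, 50.7% and 78.8% for the interaction. Among the unchanged simulated genes, 5, 20 and 41 were called in the 3 tests, and with no changed genes at all the calls numbered 0, 0 and 58. Most changes of 1.5 times were missed in each of the 3 tests. In the basal and drought comparisons, the fold change threshold, on which such changes lie, could only lower these shares further.

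The replicate numbers come from the labels, and neither the labels nor the paper say that samples with the same number were grown or harvested together. Whether they deviate together was checked by the correlation of deviations from the group means, set against the 216 ways to number the samples within their groups, a test chosen after seeing the data, and a model with the replicate number as a block was one of the alternatives: it gave 718 genes deregulated at basal conditions. The other alternatives were RLE normalization, DESeq2 1.42.0 with the Wald test, edgeR's likelihood ratio and exact tests, no filter on low counts, a filter of at least 10 counts in every sample, a model of only the 2 groups compared, other fold change thresholds (2, ln 2 on the log2 scale, and none), the likelihood ratio test with the ln 2 threshold, robust = TRUE, and leaving out each sample in turn. A filter of CPM over 1 in at least 3 samples, alone or with the exact or likelihood ratio test and the ln 2 threshold, and marker scores of photosynthesis genes and of touch- and wound-responsive genes as covariates were added after seeing the data.

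The genes named in the text were chosen by a rule written at the same time as the tests: *BRL3*, the genes that the paper's text or Figs 5b, 6c, 6d and Supplementary Fig. 10b name for the RNAseq, the genes that Supplementary Data 5 to 8, 10 and 11 list for the GO categories of Fig. 5 (as summaries, or one by one where the paper also names them), *CPD* and *DWF4*, and the 5 genes with the smallest p in each of the basal, drought and interaction tests. For each of the genes given with its own values, the share of 45-base stretches that also occur in other transcripts was computed, 45 being the read length after trimming. Clock, photosynthesis, touch and shoot marker genes were listed by name, the touch genes after the basal results had been seen, and clock and touch lists were compared with 10000 random gene lists matched on mean expression. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Lists of GO categories for all genes, of tissue-enriched genes and of transcription factor families were not used here, so no enrichment was computed, and metabolite data were not used here.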

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

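All genes in this part came to notice through their own values, so the tests below were chosen after these values had been seen, and each was written down before its own result was computed. Each gene drew attention for one of 2 reasons: its response to drought differed between the genotypes by a test of the interaction, or it was among the 5 genes with the smallest p of a comparison although the paper does not discuss it.

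*HB17* is not discussed in the paper and had the smallest p in the basal and the drought comparison. Its log2 fold change between *BRL3ox* and WT roots was 6.28 at basal conditions and 6.40 in drought (adjusted p = 1.1e-05 and 6.4e-06 by edgeR's quasi-likelihood test). All 5 *BRL3ox* samples lay above all 6 WT samples: 288 and 433 CPM against 4.66 ± 0.581 in control roots (SD, n = 3 for WT), and 616 ± 26.0 against 7.30 ± 2.94 in drought (SD, n = 3 each). With each sample left out in turn, the values stayed between 5.95 and 6.54 at basal conditions and between 6.24 and 6.78 in drought. Of the technical explanations, reads shared with *BRL3* were tested first: the transcripts of *HB17* and *BRL3* shared 0 stretches of 45 bases, and 0% of the stretches of *HB17* occurred in another gene's transcript. A local effect on neighbouring genes was tested next. The median absolute drought log2 fold change of the 8 tested genes within 20 kb was 0.212, under the 95th percentile around all genes of 0.427, and the largest was 0.64. An effect of the transgene or of a variant in this line that touches *HB17* alone was not tested, and the samples come from 1 *BRL3ox* line. A response of *HB17* to *BRL3* overexpression may therefore underlie the rise, as a hypothesis, but it cannot be told apart from a feature of that line.

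*YUC9* and *AAP3* had drought responses that differed between the genotypes by the interaction test, and neither is discussed in the paper. For *YUC9*, the interaction log2 fold change was -1.68 and the basal log2 fold change 1.22 (adjusted p = 0.0284 and 0.0158 by edgeR's quasi-likelihood test). Its counts were 7.55 ± 1.22 CPM in WT control roots (SD, n = 3), 18.1 and 17.2 in *BRL3ox* control roots, 12.3 ± 0.545 in WT drought roots and 8.97 ± 0.596 in *BRL3ox* drought roots (SD, n = 3 each). It therefore rose with drought in WT and fell in *BRL3ox* roots, and in both genotypes the drought samples did not overlap the control samples. For *AAP3*, the interaction log2 fold change was 1.71 (adjusted p = 0.0284 by the same test), with 13.7 ± 1.76 CPM in WT control (SD, n = 3), 6.71 and 5.65 in *BRL3ox* control, 19.9 ± 1.17 in WT drought and 29.4 ± 3.10 in *BRL3ox* drought roots (SD, n = 3 each). All 3 *BRL3ox* drought samples lay above the WT drought samples, and both *BRL3ox* control samples below the WT control samples. The interaction values ranged from -1.81 to -1.59 for *YUC9* and from 1.60 to 1.84 for *AAP3* when samples were left out. Their adjusted p exceeded 0.05 in 6 and 7 of the 9 fits that kept 2 or more samples in each group. Neither transcript shares a 45-base stretch with another gene. The 2 watered *BRL3ox* samples enter both interactions. Time of harvest remains open for the watered and the drought roots under the other observations. RNA of another line in a watered *BRL3ox* sample remains open there for *BRI1*. Neither was tested for *YUC9* and *AAP3*, and a genotype-dependent drought response cannot be told apart from them.

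*ATC* was among the 5 smallest p-values at basal conditions and is not discussed in the paper. It was at 34.7 ± 8.54 CPM in WT (SD, n = 3) and at 91.8 and 94.0 in *BRL3ox* control roots, a log2 fold change of 1.42 (adjusted p = 0.0158 by edgeR's quasi-likelihood test), which stayed between 1.32 and 1.63 with samples left out. In drought the genotypes differed by 0.47 (adjusted p = 0.0879 by the same test), and the difference between the responses was -0.95 (adjusted p = 0.221).

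AT3G60090, AT5G66985 and *ACS11* were among the 5 smallest p-values in drought and are not discussed in the paper. Their drought log2 fold changes were -2.18 for AT3G60090, -2.83 for AT5G66985 and -4.59 for *ACS11* (adjusted p = 0.000293, 0.000824 and 0.00156 by edgeR's quasi-likelihood test), and for each gene all 3 *BRL3ox* samples lay below all 3 WT samples. The counts were low in *BRL3ox* drought roots, at 2.19 ± 0.0546, 2.61 ± 0.529 and 0.184 ± 0.0478 CPM, against 9.94 ± 0.680, 18.7 ± 3.47 and 4.57 ± 0.860 in WT drought roots (SD, n = 3 each). With each sample left out in turn, the values ranged from -2.23 to -2.14 for AT3G60090, from -3.00 to -2.68 for AT5G66985 and from -4.79 to -4.42 for *ACS11*. At basal conditions, AT3G60090 (-1.30) and *ACS11* (-2.16) were also past the thresholds (adjusted p = 0.0262 and 0.0413 by the same test). AT5G66985 was not (-0.36, adjusted p = 0.553). The interaction values were -0.88, -2.47 and -2.43 in the order above, with adjusted p = 0.283, 0.0664 and 0.228 by the same test.

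None of the transcripts of *ATC*, AT3G60090, AT5G66985 and *ACS11* shares a 45-base stretch with another gene, so shared reads were not a source of these values. No further technical explanation was tested gene by gene. The tests of the whole comparisons under the other observations leave time of harvest open for both, with a median absolute difference of the clock genes of 0.43 at basal conditions and 0.41 in drought. An effect of *BRL3* overexpression on these 4 genes cannot be told apart from time of harvest or from a feature of the line. For the basal value of *ATC*, RNA of another line in a watered *BRL3ox* sample was not tested either.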

How the results depend on the processing

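The settings called added below were chosen after seeing the data. Each of the 18 gene counts was recomputed under the alternatives that apply to it. Of the 444 values, 271 stayed within 1.5 times of the value reported, 84 fell below that range and 89 rose above it. All counts stayed within it with RLE normalization, at least 10 counts in every sample, log2 fold change > ln 2, robust = TRUE and the added filter of CPM > 1 in at least 3 samples.

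The other tests gave more genes. DESeq2's Wald test gave 856 genes deregulated at basal conditions (230 genes upregulated at basal conditions, 626 genes downregulated at basal conditions), 1318 genes deregulated in drought (468 genes upregulated in drought, 850 genes downregulated in drought) and 435 interaction-affected genes, of which 202 passed as interaction-affected genes at FDR 0.05. It left 729 genes of the paper's basal list past the threshold, and 1033 genes of the paper's drought list past the threshold (Supplementary Data 3 and 4). In the same order, the likelihood ratio test gave 925 (281 up, 644 down), 1414 (529 up, 885 down), 394 with 202 at FDR 0.05, and 759 and 1067 of the listed genes. The exact test, which gave no value for the interaction, gave 892 (272 up, 620 down), 1353 (507 up, 846 down), and 755 and 1057 of the listed genes. The likelihood ratio test with the ln 2 threshold gave 827 (235 up, 592 down), 1179 (751 down), and 757 and 1067 of the listed genes. The cause was not tested.

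With no filter on low counts, there were 306 genes deregulated at basal conditions (73 genes upregulated at basal conditions, 233 genes downregulated at basal conditions), 5 interaction-affected genes at FDR 0.05, and 290 genes of the paper's basal list past the threshold. With only the 2 groups compared in the model, which gives no interaction, 2 genes were deregulated at basal conditions, 2 up and 0 down, with 1672 genes lower in *BRL3ox* roots at an unadjusted p under 0.05, and 2 of the listed genes passed. At fold change > 2, the 25 upregulated genes at basal conditions came with 343 genes deregulated in drought (128 genes upregulated in drought, 215 genes downregulated in drought), 1432 drought-responsive genes in WT, 2024 drought-responsive genes in BRL3ox, and 327 genes of the paper's drought list past the threshold. With no fold change threshold, 3952 genes responded to drought in WT. The cause was not tested.

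With the replicate block, there were 718 genes deregulated at basal conditions (178 genes upregulated at basal conditions, 540 genes downregulated at basal conditions) and 1233 genes deregulated in drought (440 genes upregulated in drought, 793 genes downregulated in drought). With it, 8 interaction-affected genes at FDR 0.05 and 516 genes of the paper's basal list past the threshold were found. All 160 genes called at basal conditions without the replicate block were also called with it. Among the log2 fold changes of single genes given here, over all comparisons, 7 gained a call with the replicate block, 2 lost one and 2 reversed. Calls near the threshold therefore depend on whether the replicate block is used. The cause was not tested.

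Among the added settings, the CPM filter with the exact test and the ln 2 threshold gave 767 genes deregulated at basal conditions (218 genes upregulated at basal conditions, 549 genes downregulated at basal conditions) and 696 genes downregulated in drought. With it, 759 genes of the paper's basal list past the threshold and 1068 genes of the paper's drought list past the threshold were found. With the likelihood ratio test in its place, the numbers were 785 (225 up, 560 down), 1110 genes deregulated in drought (719 down), and 759 and 1068 of the listed genes. With the photosynthesis score as a covariate, they were 1363 (300 up, 1063 down), 1293 in drought (472 genes upregulated in drought, 821 down), 549 interaction-affected genes, 239 interaction-affected genes at FDR 0.05, 41 genes more repressed in BRL3ox among the 200 lowest interaction p-values, and 638 and 915 of the listed genes. With the touch score as a covariate, they were 284 (92 up, 192 down), 1237 (455 up, 782 down), 388 with 48 at FDR 0.05, 1815 drought-responsive genes in BRL3ox, and 227 and 915 of the listed genes. The cause was not tested.

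Leaving out a sample moved the counts widely. Across the 9 fits that left out 1 sample and kept 2 or more in each group, the genes deregulated at basal conditions ranged from 4 to 921. The upregulated ranged from 4 to 217 and the downregulated from 0 to 704. The fit with 0 had 1527 genes lower in *BRL3ox* roots at an unadjusted p under 0.05. The interaction-affected genes ranged from 105 to 302 and those at FDR 0.05 from 0 to 7, where the fits with 0 had between 1827 and 2286 genes at an unadjusted p under 0.05. The more repressed genes among the 200 lowest interaction p-values ranged from 64 to 157, and the genes of the paper's basal list past the threshold from 4 to 582. The transcription factors of Supplementary Fig. 10b with an interaction p under 0.0025 ranged from 15 to 25 of 29. The drought-responsive genes in *BRL3ox* ranged from 2420 to 3704, within 1.5 times of the value reported. Across all 11 fits, the genes deregulated in drought ranged from 108 to 1049, the upregulated from 51 to 419 and the downregulated from 57 to 630. The drought-responsive genes in WT ranged from 1658 to 3319 and the genes of the paper's drought list past the threshold from 100 to 814. Without a *BRL3ox* control sample, 1 sample was left in that group. By a rule set for these fits, contrasts that use the group were then not called. The cause was not tested.

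For the log2 fold changes of single genes (86 results, 2297 values), 2004 values kept their direction and their side of the threshold or, where a group had a single sample left, moved by less than the spread between replicates. Of the others, 135 lost the call, 129 gained one, 18 without a test moved, and 11 reversed. None of the 11 values that reversed passed a threshold. The basal log2 fold change of *RD26* was 0.0024 without WT control replicate 3, and its range with each sample left out was -0.49 to 0.0024. The interaction of *TPPB* was -0.18 with the replicate block and -0.13 with the added photosynthesis covariate, and ranged from -0.24 to 0.18 with each sample left out. That of *TPPH* was -0.11 and -0.026 under the same settings, and ranged from -0.20 to 0.21. Of the 391 values for medians of gene categories, 386 stayed within the spread between replicates and 5 moved. The cause was not tested.

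Each sample held 18610736 counts on genes or more, and neither depth nor the number of samples was varied on its own. In simulated data, 9.23% of genes changed by 1.5 times were recovered at basal conditions and 31.3% in drought, at an FDR under 0.05. The fold change threshold, on which such changes lie, was not applied there and could only lower these shares. The absence of a call therefore says little about changes of that size.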

Differences from the paper's values

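No test in this part was chosen to explain a difference; the settings marked as chosen after seeing the values were added later. For genes deregulated at basal conditions, the paper gives 759, with 214 upregulated and 545 downregulated, and 160 were found here, with 45 upregulated and 115 downregulated. For genes downregulated in drought, the paper gives 690 and 440 were found here.

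Of the alternatives set before the data were examined, 6 gave genes deregulated at basal conditions within 1.5 times of the paper's number: DESeq2's Wald test (856), the likelihood ratio test (925), the exact test (892), the likelihood ratio test with the ln 2 threshold (827), the replicate block (718) and the fit without WT control replicate 2 (921). The same 6 did so for genes upregulated at basal conditions (230, 281, 272, 235, 178 and 217) and genes downregulated at basal conditions (626, 644, 620, 592, 540 and 704). The others left the gap open. The genes deregulated at basal conditions then numbered 137 with RLE normalization, 306 with no filter on low counts, 185 with at least 10 counts in every sample, 2 with only the 2 groups compared, 117 with fold change > 2, 151 with log2 fold change > ln 2, 165 with no fold change threshold, 148 with robust = TRUE, and from 4 to 180 in the other fits that left out a sample. These settings also left the gap open for the upregulated and the downregulated genes.

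For genes downregulated in drought, the alternatives set before the data were examined that came within 1.5 times of the paper's number were DESeq2's Wald test (850), the likelihood ratio test (885), the exact test (846), no filter on low counts (478), no fold change threshold (573), the likelihood ratio test with the ln 2 threshold (751), the replicate block (793), and the fits without WT control replicate 2 (524) or without WT control replicate 3 (630). The gap stayed open with RLE normalization (444), at least 10 counts in every sample (433), only the 2 groups compared (371), fold change > 2 (215), log2 fold change > ln 2 (381), robust = TRUE (428) and the other fits that left out a sample (57 to 373).

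Some settings that closed a gap were chosen after seeing the values. The filter of CPM > 1 in at least 3 samples with the exact test and the ln 2 threshold, chosen after seeing the values, gave 767 genes deregulated at basal conditions (218 up, 549 down) and 696 genes downregulated in drought. The same filter with the likelihood ratio test and the ln 2 threshold, also chosen after seeing the values, gave 785 (225 up, 560 down) and 719. With the photosynthesis score as a covariate, chosen after seeing the values, there were 300 genes upregulated at basal conditions and 821 genes downregulated in drought, but 1363 genes deregulated and 1063 genes downregulated at basal conditions, which left those gaps open. With the touch score as a covariate, chosen after seeing the values, the 782 genes downregulated in drought came within 1.5 times of the paper's number, and the basal numbers of 284, 92 and 192 did not. The CPM filter alone, chosen after seeing the values, closed none of the gaps (193 genes deregulated at basal conditions, 52 up and 141 down, and 444 genes downregulated in drought).

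The fold changes themselves differed little. All genes in the lists of Supplementary Data 3 (759), 4 (1068) and 9 (80) had the same sign here as in the paper, with a largest absolute difference in log2 fold change of 0.0228, 0.0148 and 0.00708. Past the thresholds used here were 149 of the genes in Supplementary Data 3, 606 of those in Supplementary Data 4 and all 80 of those in Supplementary Data 9. The header of Supplementary Data 9 describes the contrast with WT in first place, while its signs are those of *BRL3ox* minus WT.

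Some directions and genes came out otherwise than the paper states them. In its Results, the paper states that *GolS2* and a pair of *TPP* genes were increased in *BRL3ox* roots at basal conditions and in response to drought; its Discussion gives one or the other for enzymes of these pathways. *GolS2* had a basal log2 fold change of -0.37 here (SE 0.21, adjusted p = 0.444 by edgeR's quasi-likelihood test), and that of *TPPH* was 0.77 but did not pass the FDR threshold (SE 0.20, adjusted p = 0.0947 by the same test), while it passed with the likelihood ratio test, the exact test and DESeq2's Wald test. *GolS2* rose with drought by 1.11 in WT and 3.16 in *BRL3ox* roots. With drought, *TPPB* fell by 1.89 in WT and by 1.87 in *BRL3ox* roots on the log2 scale, and *TPPH* fell by 1.25 and by 1.19, while both stayed above WT within drought. The paper lists *RAB18* among the genes already upregulated at basal conditions. Its log2 fold change was 2.03 here, higher in both *BRL3ox* samples than in all 3 WT samples, with an adjusted p = 0.0761 by edgeR's quasi-likelihood test, which did not pass, while it passed with the likelihood ratio test, the exact test and DESeq2's Wald test.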

Other observations

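The tests of library size, of touch or wounding, of the covariates, of *BRL3* reads on *BRI1* and of RNA from another line were chosen only after the result they concern had been seen; the other tests were written before their own results were computed.

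*CPD* and *DWF4*, genes of BR biosynthesis, were examined in both conditions. *CPD* was at 25.4 ± 4.10 CPM in WT control roots (SD, n = 3), 14.1 and 14.9 in *BRL3ox* control roots, 26.0 ± 4.06 in WT drought and 12.8 ± 2.88 in *BRL3ox* drought roots (SD, n = 3 each). All *BRL3ox* samples were lower than all WT samples. The log2 fold change was -0.81 at basal conditions (SE 0.20, adjusted p = 0.0819 by edgeR's quasi-likelihood test, not past the threshold) and -1.03 in drought (SE 0.18, adjusted p = 0.0164). For *DWF4*, it was -0.27 at basal conditions (SE 0.19, adjusted p = 0.554) and -0.84 in drought (SE 0.17, adjusted p = 0.0273), where all 3 *BRL3ox* samples were lower than all 3 WT samples and 5 of the 11 fits that left out a sample lost the call. The interaction values were -0.22 for *CPD* and -0.57 for *DWF4* (adjusted p = 0.812 and 0.462), so the drought responses of the genotypes were not told apart.

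Among the WT control samples, replicate 3 lay apart, with a coordinate of 51.9 on the second principal component (17.7% of the variance) against 18.7 and -2.75 for replicates 1 and 2. Shoot tissue in this root sample would raise photosynthesis transcripts, but their median log2 difference from the mean of the other replicates was -3.20, in the opposite direction. More shoot tissue in replicates 1 and 2 is a candidate explanation that could not be settled: the summed CPM of 8 shoot genes in replicate 3 was 1.01 times that of the other replicates, but 95.2% of that sum came from *PDF1* and *KCS10*, and the other shoot genes reached at most 3.64 CPM in watered samples. Time of harvest was not borne out, since the clock genes differed by a median of 0.20 against a limit of 0.33 from random lists, and neither was library size, at 0.942 times the mean of the others. A low photosynthesis score was shared by replicate 3 of WT control (-1.61), *BRL3ox* control (-2.23) and WT drought roots (-1.64), but not of *BRL3ox* drought roots (-0.0365). The score of touch- and wound-responsive genes was 0.406 in WT control replicate 3, against -0.186 and -0.535 in replicates 1 and 2. Handling at harvest was therefore not excluded. The difference of this sample cannot be told apart from shoot tissue in replicates 1 and 2, from handling or from something shared by samples numbered 3. No biological explanation was tested within the group.

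The genes that differ between watered *BRL3ox* and watered WT roots were weighed against 5 technical explanations. The photosynthesis markers differed by a median of -1.17, beyond the limit of 1 set for shoot tissue. Between samples with the same replicate number, a comparison chosen after seeing the data, the score differed by -0.41 and -0.62, within that limit, and WT control replicate 2 has no *BRL3ox* counterpart. The score varied more within the groups, at 0.678, 2.48 and -1.61 in the WT control and at 0.265 and -2.23 in the *BRL3ox* control samples. The clock genes differed by a median of 0.43, above the limit of 0.272 from random lists, so that different times of harvest remain possible. The touch and wound genes had a median of -0.59, below the lower limit of -0.25 from random lists, so that handling at harvest may contribute. Between the same-numbered samples, the touch score differed by -0.48 and -0.73, also below that limit. Library size differed by 1.04 times and was not borne out. With the photosynthesis score as a covariate, all 160 genes stayed past the thresholds, so photosynthesis transcripts that vary between samples, the measure used for shoot tissue, did not explain these calls. With the touch score as a covariate, 136 of the 160 stayed, so touch did not explain most of them. Time of harvest was not corrected for. RNA of another line in a watered *BRL3ox* sample, which stays open for *BRI1* below, was not tested for these genes. A genotype effect on these genes as a whole cannot be told apart from either. For the 9 JA biosynthesis genes, the median basal log2 fold change was -1.34 with the touch score as a covariate, against -1.75 without it, so touch or wounding as measured by this score did not account for most of the difference.

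*BRI1* was higher in watered *BRL3ox* than in watered WT roots and not in drought. Reads of *BRL3* counted on *BRI1* would raise it in drought too, where *BRL3* was highest, but its drought log2 fold change was -0.40. The transcripts of *BRI1* and *BRL3* shared 0 stretches of 45 bases. For a local effect on neighbouring genes, the median absolute basal log2 fold change of 10 genes within 20 kb was 0.221, under the limit of 0.397, but the largest was 1.25, so an effect on a single neighbour was not excluded. RNA of another line in a watered *BRL3ox* sample could not be settled: between replicates 1 and 3, *BRI1* differed by 2.52 times, while *BRL3* was at 0.590 and *HB17* at 0.664 times, and with 2 samples this can only be described. The rise of *BRI1* in watered roots may be a response to *BRL3* overexpression, but it cannot be told apart from mixed RNA or such an effect.

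For genes deregulated in drought, the 6 drought samples can be split in 10 ways into 3 and 3, of which 4 part as many same-numbered pairs as the real split. Of these 4 splits, 1, the real one, gave as many genes past the thresholds (728). The other 9 splits gave 0 genes, with between 273 and 1545 genes at an unadjusted p under 0.05 against 4794 in the real split. The 6 splits that are not comparable part 1 same-numbered pair each. With 10 splits the share cannot go under 0.1, and among the 4 comparable splits it cannot go under 1 in 4. The other splits also mix the genotypes, so a genotype difference widens the spread within their groups and lowers their counts. This count alone therefore cannot decide on the role of chance. In simulated data of this design without changed genes, no gene was called in drought. Those samples were drawn independently, without deviations shared by same-numbered samples, so the simulation cannot decide it either. For drought-responsive genes in WT, 1 of the 4 comparable splits, the real one, gave as many genes (2565), and the other 9 splits gave 0 genes, with between 279 and 3513 genes at an unadjusted p under 0.05 against 6964.

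Technical explanations were also tested for the genes deregulated in drought. A chromosome segment from another strain in *BRL3ox* could gather such genes in one place. The largest number in a 1-Mb window was 19, on chromosome 4 from 17000001 to 18000000 with 242 tested genes, against a limit of 18 from 1000 shuffles over 121 windows, so a segment there remains possible for the 19 genes by a narrow margin, but it would leave the others among the 726 placed genes unexplained. The median difference of the photosynthesis markers was -0.48, within the limit for shoot tissue. The summed CPM of the 8 shoot genes went the other way. It was 211, 138 and 173 in *BRL3ox* drought roots and 96.4, 93.0 and 94.7 in WT drought roots. In WT control roots, 95.2% of this sum came from *PDF1* and *KCS10*, and its make-up in drought roots was not examined. The sum therefore cannot decide against the photosynthesis markers, and shoot tissue was not settled. The clock genes differed by a median of 0.41, above the limit of 0.291 from random lists, so time of harvest also remains. A genotype effect in drought cannot be told apart from time of harvest or shoot tissue by the data used here, although *BRL3* itself was higher in all *BRL3ox* samples.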
